# Molecular mapping and characterization of QTLs for grain quality traits in a RIL population of US rice under high nighttime temperature stress

**DOI:** 10.1038/s41598-023-31399-w

**Published:** 2023-03-25

**Authors:** Anuj Kumar, Julie Thomas, Navdeep Gill, Yheni Dwiningsih, Charles Ruiz, Adam Famoso, Andy Pereira

**Keywords:** Plant sciences, Plant stress responses, Heat

## Abstract

Elevated nighttime temperatures resulting from climate change significantly impact the rice crop worldwide. The rice (*Oryza sativa* L.) plant is highly sensitive to high nighttime temperature (HNT) during grain-filling (reproductive stage). HNT stress negatively affects grain quality traits and has a major impact on the value of the harvested rice crop. In addition, along with grain dimensions determining rice grain market classes, the grain appearance and quality traits determine the rice grain market value. During the last few years, there has been a major concern for rice growers and the rice industry over the prevalence of rice grains opacity and the reduction of grain dimensions affected by HNT stress. Hence, the improvement of heat-stress tolerance to maintain grain quality of the rice crop under HNT stress will bolster future rice value in the market. In this study, 185 *F*_12_*-*recombinant inbred lines (RILs) derived from two US rice cultivars, Cypress (HNT-tolerant) and LaGrue (HNT-sensitive) were screened for the grain quality traits grain length (GL), grain width (GW), and percent chalkiness (%chalk) under control and HNT stress conditions and evaluated to identify the genomic regions associated with the grain quality traits. In total, there were 15 QTLs identified; 6 QTLs represented under control condition explaining 3.33% to 8.27% of the phenotypic variation, with additive effects ranging from − 0.99 to 0.0267 on six chromosomes and 9 QTLs represented under HNT stress elucidating 6.39 to 51.53% of the phenotypic variation, with additive effects ranging from − 8.8 to 0.028 on nine chromosomes for GL, GW, and % chalk. These 15 QTLs were further characterized and scanned for natural genetic variation in a japonica diversity panel (JDP) to identify candidate genes for GL, GW, and %chalk. We found 6160 high impact single nucleotide polymorphisms (SNPs) characterized as such depending on their type, region, functional class, position, and proximity to the gene and/or gene features, and 149 differentially expressed genes (DEGs) in the 51 Mbp genomic region comprising of the 15 QTLs. Out of which, 11 potential candidate genes showed high impact SNP associations. Therefore, the analysis of the mapped QTLs and their genetic dissection in the US grown *Japonica* rice genotypes at genomic and transcriptomic levels provide deep insights into genetic variation beneficial to rice breeders and geneticists for understanding the mechanisms related to grain quality under heat stress in rice.

## Introduction

Rice (*Oryza sativa* L.), a major staple food, provides 35–60% of the dietary calorie intake for an estimated three billion people in the world^1–3^ and plays a vital role in food security and sustainability in Asia^4^, Americas, and Africa^5^. To meet the demands of the increasing world’s population, rice breeders and geneticists have been working on developing high yielding and improved grain quality rice varieties^6^. In recent years, rice growers and consumers have been paying attention to grain quality, along with grain yield in rice ever since climate change was recognized as a serious threat to the stability and quality of the rice crop. Based on recent statistics of Intergovernmental Panel on Climate Change (IPCC), the mean temperature of the global air surface has been increased from 1.0 to 3.7 °C in the recent years, which would potentially increase the frequency and magnitude of heat stress events^7,8^. Under these critical conditions, climate change due to global warming has increased both the nighttime temperature and daytime temperature; however, greater warming has been observed at night than during the day in rice growing regions worldwide^6,9^. High nighttime temperature (HNT) is one of the detrimental factors deteriorating grain quality year-by-year and declining the grain yield of the rice crop^6^. Several studies have shown that a rise of 1 °C in nighttime temperature reduced rice grain yield by 10% and grain quality^6^. Rice is highly sensitive to HNT stress at various phenological growth stages; however, grain filling at the reproductive stage is the most sensitive, leading to poor grain quality under greenhouse and field conditions^10–14^. In particular, HNT stress during grain filing stage increases respiration and oxidative stress in cells causing reduced flux of carbohydrates from the flag leaf to developing seeds and directly affects the grain quality^15^. A rise in nighttime temperatures has been shown to have a negative impact on grain quality and grain yield in the major rice growing areas of Asia^6^ and the United States (US)^16^. Thus, rice breeders and geneticists need to focus on grain quality characteristics in order to improve overall grain quality under HNT stress using novel genomics-assisted techniques.

Rice grain quality is a complex trait with various components, including grain appearance, milling, and eating, cooking, and nutritional qualities^17^. The appearance quality of rice grain is primarily determined by grain dimensions, a combination of grain length (GL), grain width (GW), and grain thickness (GT)^18,19^, endosperm opacity (chalkiness), chalky grain percentage, chalky area, and chalky degree (percentage chalkiness-% chalk)^20,21^. The chalky grains have opaque spots either in the endosperm ranging in size, on the dorsal side of the grain (white belly) or in the center (white corner)^22^. Moreover, several studies have reported that HNT stress affects physio-chemical attributes such as increased chalk formation^23^, reduced amylose content resulting smaller grain size in rice crop^24,25^, variation in flour protein ingredients^26^, altered the enzyme activities^11,27^, and poor starch packing resulting increased chalkiness in developing grains^28^. When rice grains are exposed to HNT stress (≥ 27 °C/80.6 °F at nighttime), 90.2% grains of *japonica* rice cultivar “Koshikihari” during 3–35 days after flowering showed milky-white and white-back^29^. The HNT stress causes impairment of starch biosynthesis and triggers inhomogeneous starch deposition resulting in loosely packed irregular and smaller starch granules in rice grains^29–32^. Recently, Shi et al.^33^ reported that HNT stress declined the head rice yield and grain width, altered the amylose content while it increased the chalkiness in several rice genotypes. Amylose content is lower under HNT stress (16.1%) compared to control nighttime temperature conditions (19.1%), suggesting that lower activity of amylose synthesis might be involved in chalk formation^29^. The grain length, grain width, and chalkiness in rice grains determine overall grain quality and price in the rice market. The genetic basis of these traits is poorly understood under heat stress conditions and the important goal lies in improving these complex correlated traits using advanced genetic tools/techniques on multi-omics datasets such as genome, transcriptome, metabolome, and proteome for genomics-assisted breeding.

Grain quality traits (GL, GW and % chalk) are polygenic quantitative traits^34^. Recent revolutionary genomic advances in QTL mapping in bi-parental recombinant inbred lines (RILs) and genome-wide association studies (GWAS) on diverse populations^35^ can resolve genetic architecture of complex traits. So far, more than 400 QTLs for grain size have been mapped across 12 chromosomes of rice, of which 109, 95, and 107 QTLs were associated with GL, GW, and 100-grain weight, respectively^36^. A few of these QTLs have been fine-mapped^37^ and a total of 14 major genes are shown to be significantly involved in controlling grain size and shape including four independent genes (*GW2, GW8, GS5, and GW5/qSW5*) for GW, eight genes (*GS2/GL2, GL3.1/qGL3, GL4, GLW7, GS3, OsLG3, OsLG3b/qLGY3*, and *TGW6*) for GL, and two pleiotropic genes (*GW6a and GL7/GW7*) controlling both GL and GW that also have larger impact on grain weight^38–40^. In last several years, many QTLs for grain appearance and eating quality have been identified in different mapping populations (RILs, DHs, CSSLs, F_2_, and BC_2_F_2_)^41^. Over the past two decades, several QTLs have been identified and are associated with grain dimension, across the chromosomes of rice^40^. More than one hundred QTLs have been related to the chalkiness trait, including 30 QTLs for percent grains with white core (PGWC), 26 QTLs for degree of endosperm chalkiness (DEC: %chalk), 12 QTLs for area of endosperm chalkiness (AEC), 11 QTLs for white-backed kernel, and 3 QTLs for basal white (BW), all distributed across12 chromosomes and are catalogued in the Gramene database^34,40,42^. A larger number of the QTLs associated with chalkiness were detected on chromosomes 5, 6, and 8 in different genetic backgrounds and environments^43^. The QTL clusters were found on the hotspot regions of these three chromosomes^44–59^. Even though HNT stress significantly deteriorates rice grain quality, a limited number of studies have been conducted to dissect the HNT stress tolerance in rice, and as a result very few QTLs/loci related to chalkiness under heat stress have been identified worldwide^60–64^. However, until now, no study has been reported on QTLs mapping for GL and GW under HNT stress in bi-parental populations in rice worldwide. Despite the increasing knowledge of QTL mapping, metabolomics^65^, and transcriptomic^66,67^ responses to HNT stress in rice, the understanding and dissection of genetic basis of grain quality traits and HNT stress tolerance in rice is still limited. Hence, based on our best knowledge and recent survey of the literature & databases, in the United States, this is the first study to identify genetic loci and putative candidate genes controlling grain quality traits and HNT stress tolerance mechanisms in *tropical japonica (TRJ)* rice under HNT stress. In this study, we investigated a recombinant inbred line (RIL) population of two elite US rice cultivars “Cypress” and “LaGrue” for grain quality traits under HNT stress. The study was carried out with the objectives: to screen and evaluate the RIL populations with both parents for grain quality traits (GL, GW, and % chalk) and their correlations under HNT stress, identify the QTLs with SNP markers by using Inclusive Composite Interval mapping (IM-Add and IM-EPI) method, validate the QTL-linked markers with previously reported QTLs, and characterize the QTL regions to identify the candidate genes for grain quality traits with HNT stress tolerance using genome-scale and transcriptome analyses. This novel study of molecular mapping and characterization of these QTLs at genome and transcriptome levels will be useful to provide insights on favorable allele mining, identification of potential candidate genes related to grain quality and HNT stress tolerance mechanisms in US grown *TRJ* rice cultivars, which would be beneficial to rice breeders and geneticists for developing good grain quality and heat tolerant rice cultivars in the US.

## Materials and methods

### Plant material and growth conditions

The MY2 population of 185 *F*_*5*_-derived bulk RILs (F_12_) developed from a cross between two released elite US long grain rice varieties, “Cypress and LaGrue”, was developed as part of the RiceCap project^68^. Cypress is tolerant to heat stress and good grain quality (low chalky) under HNT stress while LaGrue is highly sensitive to heat stress and poor grain quality (high chalky) under HNT stress^11,69^. The MY2 RIL population was originally obtained from the USDA ARS Dale Bumpers National Rice Research Center, Stuttgart, AR, United States and each line was purified using single plant (F_10_) lines and further re-derived from single panicle in the 2016-field trial at H. Rouse Cafey Rice Research Station, Louisiana State University (LSU) Agricultural Center, Rayne, LA 70578, USA. The permissions from the USDA and LSU Agricultural Center, LA, USA were obtained to collect and use the MY2 RIL population for this study.

A sample of ~ 30 seeds from each RIL along with both parents was germinated in single plastic pots, of size 15 cm × 15 cm, filled with a mixture of the SunGro professional potting mix (Sun Gro Horticulture Distribution, Agawam, MA, United States) and field soil, and grown in the greenhouse at the Harry R. Rosen Alternative Pest Control Center at the University of Arkansas, Fayetteville, AR, USA^70^. At 10 days after germination, equal-sized seedlings of each RIL and both parents were transplanted in 3-gallon-plastic pots filled with a mixture of potting mix and field soil. The RILs and parents were then grown in the greenhouse until booting stage (R2). For greenhouse conditions, the temperature was set to 30 ± 1 °C (86 ± 1 °F) during the day and 22.2 ± 1 °C (72 ± 1 °F) at night^71^. The light was set to a light/dark 13/11-h cycle with maximum photo-synthetically active radiant (800–1000 μmol PAR m^−2^ s^−1^) light and 60–65% relative humidity (RH) for the growth of the rice plants. The experimental design was a completely randomized design (CRD) with three replications (each replication is one plant in the pot). The plants were checked for water every day and fertilized with the Peter Professional soluble fertilizer (Allentown, PA, USA) containing chelated iron once a week for full vegetative growth. Plant protection methods were applied to prevent insect pests and diseases, which followed the Rosen Center (University of Arkansas, Fayetteville, AR, USA) greenhouse standard procedures.

### Phenotypes and high nighttime temperature (HNT) stress treatment

At booting stage (R2), as described by Counce et al.^72^, three major panicles per plant were tagged in each RIL and both parents. The plants with tagged panicles were then moved to the greenhouse with the HNT stress treatment that was maintained at a day/night temperature of 30 °C (86 °F)/28 °C (82.4 °F) for 10 h (20:00–6:00) while the control treatment was set at a day/night temperature of 30 °C (86 °F)/22.2 °C (72 °F) until harvest maturity (approximately 18–20% grain moisture content). The HOBO data loggers/sensors (Onset HOBO^®^ data logger, Cape Cod, MA, US) were installed in both greenhouses (Control and HNT stress treatments) for the continuous monitoring and recording of the day and nighttime temperatures until physiological maturity (Fig. 1). The data logger system was operated by the HOBOware^®^ Pro software/app with compatible devices. At harvest maturity, all the panicles (under Control and HNT stress treatments) of each RIL and both parents were collected separately in individual brown bags, air-dried (12–14% grain moisture content), and used for the phenotyping of grain quality traits such as GL, GW, and %chalk. For grain quality estimation, rough rice grains of each plant of the RIL and both parents were de-hulled using a manually operated dehuller (Rice Husker TR120, China). The GL, GW, and %chalk were estimated in 100-brown (dehulled) rice grain samples twice in each replicate of the RIL and parents, using an image analysis system WinSeedle™ Pro 2020a (Regent Instruments Inc., Sainte-Foy, Quebec, Canada) and expressed as percent of affected grains in the projected area.

**Figure 1:**
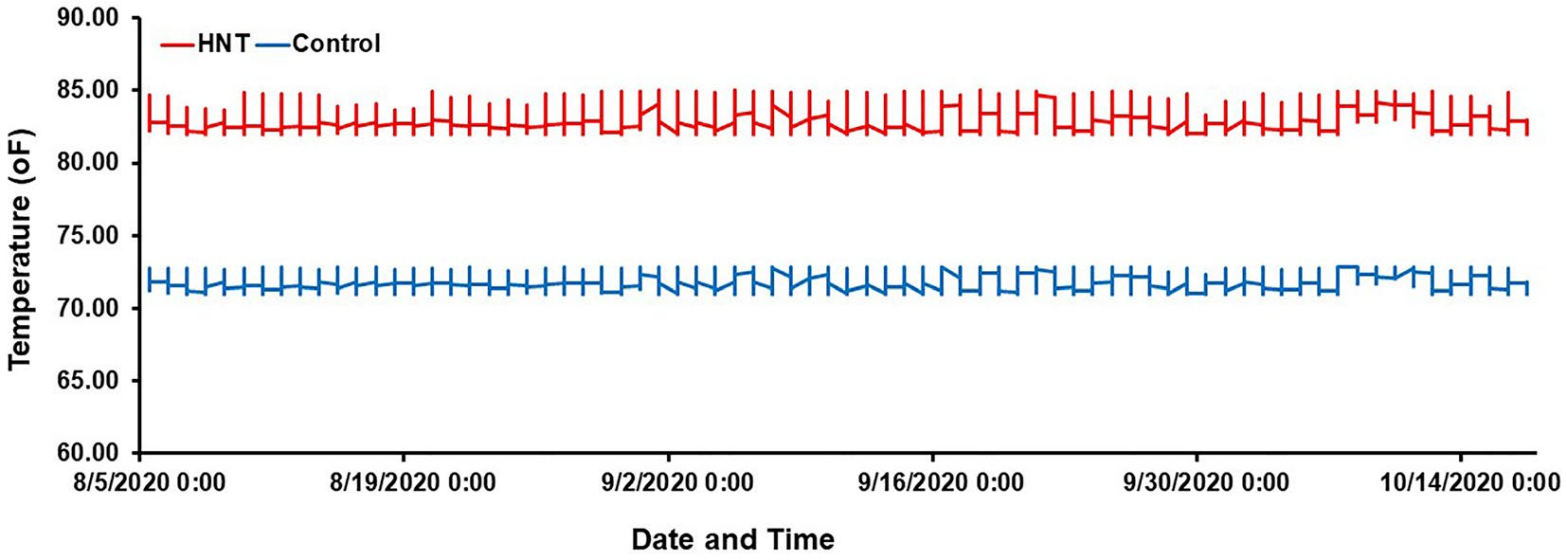
Experiment comparing high nighttime temperature (HNT) stress with control treatments on 185-MY2 RIL population with both parents “Cyress and LaGrue”. The nighttime temperatures were recorded during the screen of the population. The nighttime temperature during each night was plotted across the duration of the experiment for the HNT stress and control treatments, the red line plots the HNT stress temperature treatment, and the blue line is the plot of the control treatment at nighttime. The HNT stress temperature was stably maintained at 82.4 ± 1 °F (28 ± 1 °C), while the control treatment was also held steady at 72 ± 1 °F (22.2 ± 1 °C) during the experiment until harvest maturity.

### Statistical analysis and phenotypic evaluations

The statistical analysis of the phenotype data was performed using R statistical packages *v4.1.0* and John’s Macintosh Project (JMP) Genomics Pro version 12.0 for descriptive statistics. The test for normal distribution and homogeneity of variances was done using the Shapiro–Wilk test and Brown–Forsythe test, respectively. An analysis of variance (ANOVA) was carried out with a statistical model that included the effects of RIL, treatment (control and HNT stress), and the interaction between RIL and treatment. The Tukey’s Honest Significant Difference (HSD) test was used to compare the means of treatments among all the RILs for significant effects (Tukey’s HSD, *p* < 0.05) using the *hsd* function in R packages and JMP version 12, as Tukey’s HSD can determine slight differences between the means. Pearson’s correlation coefficient was carried out between grain quality traits under control and HNT stress conditions using the R package ‘*corrplot*’. The broad-sense heritability (*H*^2^) was estimated to describe how the environment affected GL, GW and %chalk in the RIL population using the *lmer4* function in R v4.1.0^73,74^. The confint function^73^ was used to compute the standard errors of the variance estimates provided by *lmer*, and these were then proliferated to use the 95% confidence intervals for the *H*^2^.

### Genotyping and construction of genetic map

The MY2 RIL population with both parents was genotyped with 1K-Agriplex platform on single plant re-derived from single panicle in the field trial. In addition, allele-specific primer (KASP) data was generated to genotype the RIL population to be more informative genetically. For genotyping of the MY2 RIL population, DNA was extracted from the young leaf tissue of each individual plant of each RIL using a modified CTAB method^75^, and KASP assays were designed by LGC genomics^76^. The SNPs with monomorphic, heterozygous, and more than 30% missing data, were removed and a set of 1178 (1042 SNPs + 136 KASP) markers was used for further genetic analysis: QTL analysis and construction of genetic and physical linkage maps. The genetic map was constructed using 1178 SNP markers with MAP functionality of QTL IciMapping *v4.2* software^77^. Map has three basic steps: grouping, ordering, and rippling. Grouping of binned markers was performed using logarithms of the odds (LOD) threshold value, resulting in assembling 12 linkage groups representing the 12 chromosomes of rice. The RECORD (Recombination Counting and ORDering) algorithm was performed to order 1178 SNP markers within the linkage groups over 12 chromosomes. Recombination frequencies between markers were converted into centiMorgan (cM) by using the Kosambi mapping function. The physical map was drawn with 1178 SNP markers with their physical positions (extracted from IRGSPv1.0: http://rice.uga.edu/) using MapChart 2.0 software^78^.

### Quantitative trait loci (QTL) analysis

QTL analysis was performed using IciMapping v4.2 software^77^ with the BIP functionality (https://www.isbreeding.net/) in the MY2 RIL population for grain quality traits. The significant LOD threshold to declare the significant QTLs was calculated using 1000 permutations and Type I error rate (*p* < 0.05). To detect the putative additive and epistatic QTLs, the Inclusive Composite Interval Mapping (ICIM-ADD) and Epistatic QTL (ICIM-EPI) functions were performed, respectively as mapping methods. The mapping parameters were 1.0 cM scanning steps and a probability of 0.01 in stepwise regression for additive QTL identification. For the detection of epistasis, scanning steps of 5.0 cM, a probability of 0.0001 in stepwise regression, and a LOD threshold of 4.0 or more were used to declare significant epistasis. QTLs explaining ≥ 10.0% phenotypic variance with ≥ 2.5 LOD were declared significant. The MapChart v2.0 software^78^ was used for graphical representation of QTLs on the rice chromosomes.

### Allele mining for the QTL regions in a japonica diversity panel

The whole genomes of 83 rice accessions (Supplementary Table S1) comprising the *japonica* diversity panel (JDP) of the USDA mini-core rice collection (URMC) were sequenced by Novogene (www.en.novogene.com), with an average coverage of approximately 20×^16^. The raw FASTQ reads from the 83 genomes were mapped to the reference rice genome cv. Nipponbare (IRGSP 1.0), using the Burrows–Wheeler Aligner (BWA), and the bam files were used to call SNPs using GATK^79^. Approximately 6.1 million high quality SNPs were retained (less than 2% missing rate and more than 5% minor allele frequency) and annotated. Of these, the SNPs present in 15 QTLs regions were selected and further analyzed for natural genetic variation. These 15 QTLs representing cumulative 51 Mb region of the genome spread across nice chromosomes, which analyzed further. This SNP dataset was further filtered to retain the SNPs that were polymorphic between both parents “Cypress and LaGrue”. The chromosome wide distribution of the various genomic features including QTLs and SNPs was visualized in circos^80^.

### Characterization of the QTL regions and Identification of candidate genes using genome and transcriptome scale analyses

We identified candidate genes involved in GL, GW and % chalk under HNT stress by integrating QTLs and the expression QTL (eQTL) analyses of both parents “Cypress and LaGrue”. RNA-Seq data from caryopsis tissues at R6 stage (milky endosperm) under control and HNT stress conditions with replicates were used for differential gene expression analyses using the *DESeq2* R package^81^. The differentially expressed genes (DEGs) were investigated using the GxE model on the ratio Cypress-HNT vs. Cypress-Control / Lagrue-HNT vs. Lagrue-Control to understand the effect of HNT stress in a genotype-dependent manner^82^. Genes with threshold value of log_2_ fold change ≥ 1 and *padj* < 0.05 were assigned as DE and used for subsequent analyses. All the experiments on rice plants were performed in accordance with relevant guidelines and regulations.

## Results

### Phenotypic variation and trait correlation

To evaluate the effects of HNT stress compared to control conditions (Fig. 1), the MY2 RIL populations with both parents, “Cypress and LaGrue” were analyzed and showed a wide range of phenotypic variation in gain quality traits such as GL, GW, and %chalk. Frequency distribution and histograms of all the grain quality traits indicate distribution among the RIL populations under control and HNT stress conditions. Values of each grain quality trait among the RIL populations extended beyond both parents show transgressive variation under control and HNT stress conditions (Fig. 2A–C, Table 1), indicating that alleles with positive and negative effects were derived from both parents. A wide range of phenotypic variation for all the grain quality traits under control and HNT stress conditions are summarized in Table 1 and indicates, cumulative action of many genes, quantitative inheritance. The extended variation, explained by the percent genetic variation (PGV), was observed in the RIL populations, showing 29.51%, 32.84%, and 215.04% genetic variation in GL, GW, and % chalk under HNT stress, respectively, while 27.41%, 28.85%, and 122.28% genetic variation in GL, GW, and % chalk under control treatment, respectively (Table 1). The parents, Cypress and LaGrue, were significantly different for GL, GW, and % chalk under HNT stress as LaGrue shows higher reduction in GL, GW and increase in % chalk, showing HNT stress sensitivity compared to Cypress that shows HNT stress tolerance under HNT stress conditions (Fig. 3A–C). High broad sense heritability (*H*^2^), ranging from 0.587 to 0.897, was observed for GL, GW, and %chalk in the RIL populations under control and HNT stress treatments (Table 1). Under HNT stress, the RIL populations show higher *H*^*2*^ (0.702–0.897) compared to control condition, ranging from 0.587 to 0.657, for GL, GW, and %chalk.

**Figure 2:**
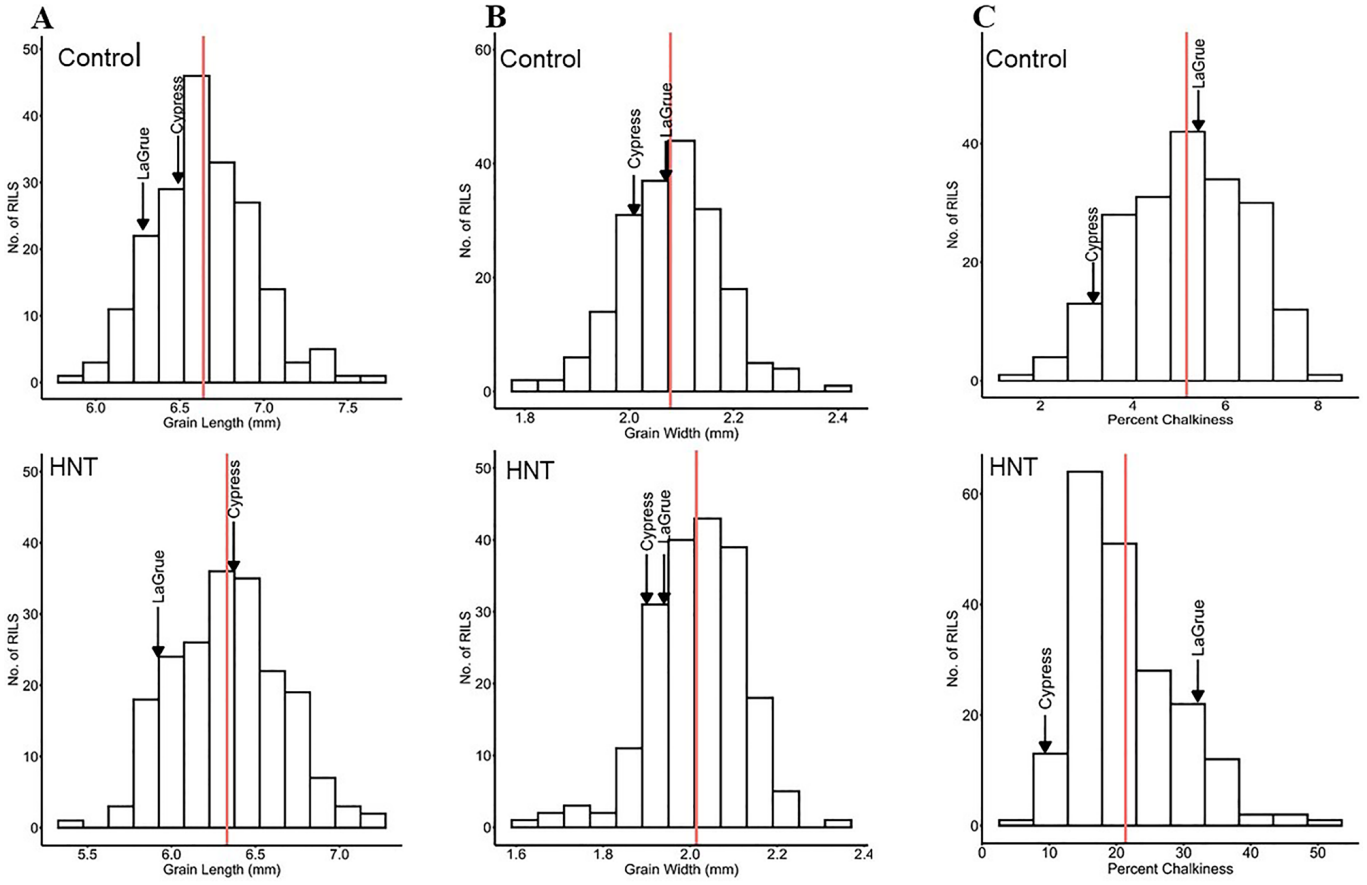
Frequency distribution showing broad range of variation for grain quality traits under control and high nighttime temperature (HNT) stress conditions. (**A**) Grain length (GL-mm) in response to control (top) and HNT stress (bottom). (**B**) Grain width (GW-mm) response to control (top0 and HNT stress (bottom). (**C**) Percent chalkiness showing response to control (top) and HNT stress (bottom). Vertical line (red) indicates the mean of the recombinant inbred lines (RIL) population. Bottom headed arrows showed the mean of both parents “Cypress and LaGrue”.

**Table 1:** Descriptive statistics of phenotypic data of grain quality traits of 185 recombinant inbred lines (RILs) with both parents (Cypress and LaGrue) evaluated under control and high nighttime temperature (HNT) stress conditions.

Descriptive statistics	Genotype	Treat	GL (mm)	GW (mm)	%Chalk
Mean	Cypress	Control	6.49	2.01	3.14
		HNT	6.37	1.9	9.36
	LaGrue	Control	6.28	2.07	5.41
		HNT	5.92	1.94	32.09
	RILs	Control	6.64	2.08	5.16
		HNT	6.33	2.01	21.34
Range	RILs	Control	1.82	0.6	6.3
		HNT	1.86	0.702	45.89
Standard deviation	Cypress	Control	0.082	0.023	0.82
		HNT	0.057	0.077	1.09
	LaGrue	Control	0.276	0.015	0.84
		HNT	0.071	0.018	3.472
	RILs	Control	0.152	0.046	0.84
		HNT	0.128	0.048	2.17
Variance	Cypress	Control	0.006	0.0005	0.67
		HNT	0.003	0.005	1.19
	LaGrue	Control	0.076	0.0002	0.7
		HNT	0.005	0.0003	1.02
	RILs	Control	0.041	0.003	1.05
		HNT	0.031	0.004	1.25
Coefficient of variation (%)	Cypress	Control	1.27	0.77	26.25
		HNT	0.9	0.95	11.68
	LaGrue	Control	4.39	1.13	15.54
		HNT	1.21	3.96	10.81
	RILs	Control	2.3	2.25	16.26
		HNT	2.03	2.42	10.19
Percent genetic variation (PGV)	RILs	Control	27.41	28.85	122.28
		HNT	29.51	32.84	215.04
Skewness	RILs	Control	0.215	− 0.077	− 0.227
		HNT	0.153	− 0.522	0.9545
Kurtosis	RILs	Control	0.338	0.533	− 0.6841
		HNT	− 0.094	0.285	1.023
W-test	RILs	Control	0.9876	0.9915	0.9657
		HNT	0.9851	0.977	0.9389
Broad sense heritability (*H*^2^)	RILs	Control	0.657	0.651	0.587
		HNT	0.762	0.702	0.897

*Treat* treatment conditions (Control and HNT stress), *GL (mm)* grain length in millimeter (mm), *GW (mm)* grain width in millimeter (mm), and *%chalk* percent chalkiness.

**Figure 3:**
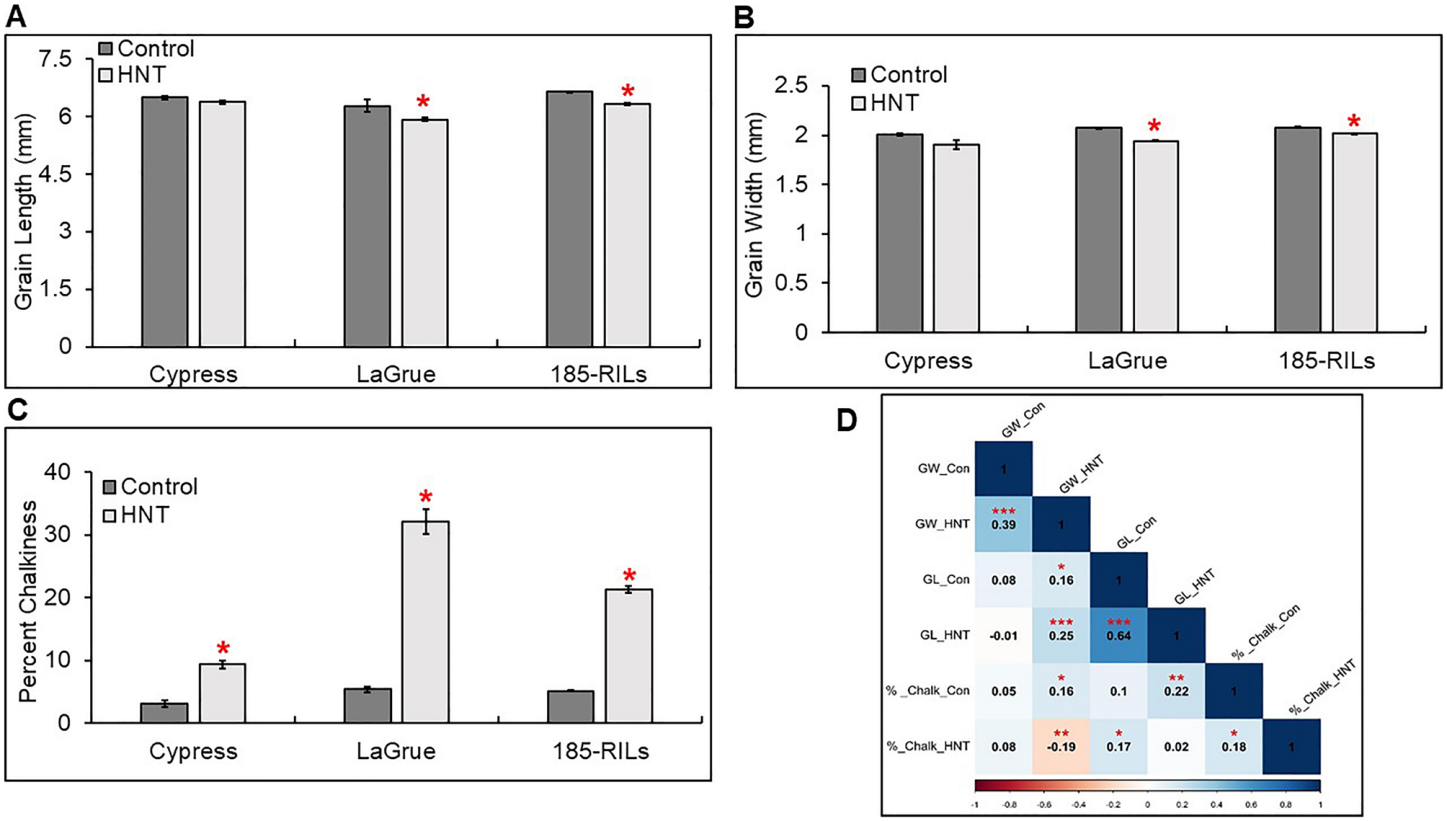
Bar plots showing the phenotypic variation in grain quality traits in 185-MY2 RIL population with both parents, “Cypress and LaGrue”, under high nighttime temperature (HNT) stress condition compared to control condition. (**A**) Grain length (mm) response to HNT stress compared to control condition in the RIL population and both parents. (**B**) Grain width (mm) response to HNT stress compared to control condition in the RIL population and both parents. (**C**) Percent chalkiness response to HNT stress compared to control condition in the RIL population and both parents. (**D**) Pearson’s correlation coefficient between the grain quality traits (grain length-GL, grain width-GW, and percent chalkiness-%chalk). *p < 0.05, **p < 0.01, ***p < 0.001 indicate significant correlations among traits.

The trait correlation analysis was performed to determine the relationship between %chalk, GL, and GW in the RIL populations under control and HNT stress conditions (Fig. 3D). The %chalk shows positive correlation with GL (*r* = 0.1) and GW (*r* = 0.05) under control condition while it exhibits significant positive correlation with GL (*r* = 0.17, *p* < 0.05) and negative correlation with GW (*r* = − 0.19, *p* < 0.01) under HNT stress condition. The correlation of GL with GW under control condition is positive correlation (r = 0.08) while under HNT stress, it shows significant positive correlation (*r* = 0.25,* p* < 0.001).

### Genetic map construction

The genetic map was constructed using 1178 polymorphic SNP markers containing a total length of 1897.87 cM with an average maker density of 1.6 markers per cM in the rice genome. The marker information and marker position (in cM) on each chromosome are shown in Supplementary Fig. S1. The number of SNPs per chromosome ranged from 54 SNPs on chromosome 10 to 157 SNPs on chromosome1. More than 80% SNP markers show a distance of 3.0 cM or less between adjacent markers in the map. Several gaps more than 20 cM between markers were shown on different chromosomes with the largest gaps where recombination is less frequent. To fill these gaps, allele mining in the QTL regions would be helpful to enhance the SNP markers resolution on the map for further genetic analyses. The physical position of each SNP marker across the rice genome based on their genomic position is shown in Fig. 4A.

**Figure 4:**
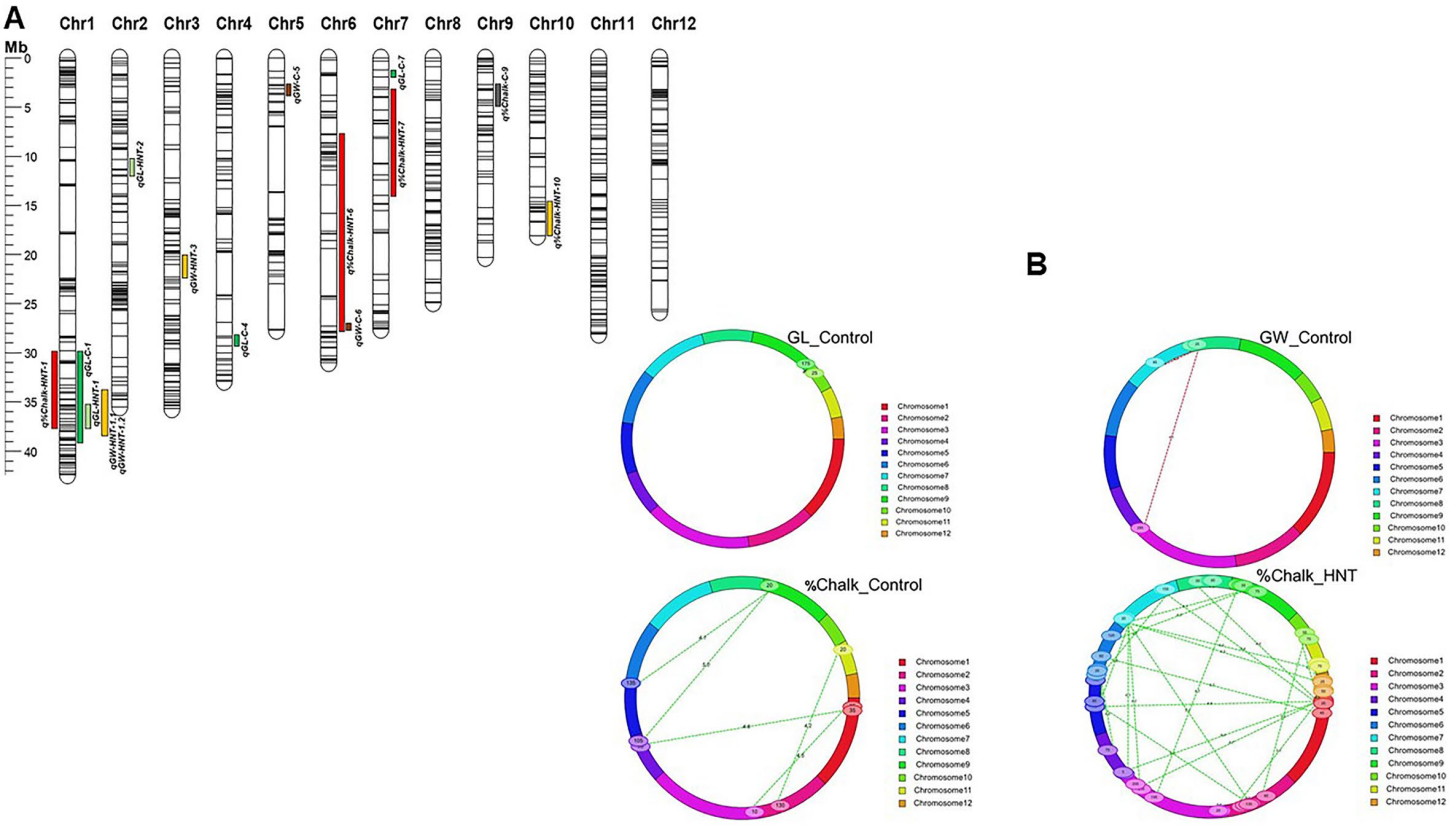
Graphic representation of molecular mapping of quantitative trait loci (QTLs) for grain quality traits with physical position of SNPs on rice chromosomes and QTL × QTL interaction in the MY2 RIL population. (**A**) 15 QTLs (6 QTLs under control and 9 QTLs under HNT stress conditions) associated with grain quality traits such as grain length (GL-mm), grain width (GW-mm), and percent chalkiness (% chalk) identified by ICIM mapping. (**B**) Circular illustrations of epistatic quantitative trait loci (QTLs) of grain quality traits (GL, GW, and % chalk) in the MY2 RIL population under control and high nighttime temperature (HNT) stress conditions. The dotted lines indicate SNP marker pairs interacting significantly on same or different chromosomes with their corresponding LOD value due to epistatic effect.

### QTL mapping and QTL x QTL interaction

A total of 15 additive QTLs associated with grain quality traits (GL, GW, and % chalk) showing major and minor effects were identified in 185-RIL populations under control and HNT stress conditions, using BIP functionality of CIM mapping approach with 1178 SNP markers (Table 2, Fig. 4A, Supplementary Figs. S2, S3). Out of these 15 additive QTLs, a total of 6 QTLs, with additive effects ranging from − 0.99 to 0.0267 and individually explained by 3.33 to 8.27% of the phenotypic variation, were identified for GL, GW and % chalk, under control condition (Fig. 4A, Supplementary Fig. S2A–C), on six chromosomes (chr1, chr4, chr5, chr6, chr7, and chr9) while under HNT stress condition, 9 QTLs, with additive effects ranging from − 8.8 to 0.028 and individually explained by 6.39 to 51.53% of the phenotypic variation, were detected for GL, GW, and % chalk on six chromosomes (chr1, chr2, chr3, chr6, chr7, and chr10) in rice genome (Table 2, Fig. 4A, Supplementary Fig. S3A–C).The additive effect is explained as one-half of the difference between the average effects of parental alleles (Cypress and LaGrue). In the results, a negative additive effect indicates that the favorable allele was contributed by Cypress; whereas a positive additive effect suggests that LaGrue added the favorable allele. A QTL was considered as major effect when the phenotypic variation explained in percentage (PVE %) was more than 20%^83^. The details information of all the QTLs under control and HNT stress conditions are shown in Table 2. On physical map, the average distance between left and right markers flanking QTLs was less than 1.0 Mb and had a range of 157,670 bp to 19,092,637 bp (Fig. 4A, Supplementary Figs. S2, S3).

**Table 2:** Quantitative trait loci (QTLs) associated with grain quality traits (GL, GW, and % chalk) under control and high nighttime temperature (HNT) stress conditions in the MY2 RIL population derived from the cross of two U.S. rice cultivars (Cypress and LaGrue) using ICIM mapping.

Treat	QTL	Chr	Pos (cM)	Left flaking marker		Right flaking marker		LOD	PVE (%)	Add	Fav. Allele
				Marker	Pos (cM)	Marker	Pos (cM)				
Control	*qGL-C-1*	1	113	SNP0129_129	110	SNP0130_130	114	4.78	8.274	− 0.11	Cypress
	*qGL-C-4*	4	102	SNP1179_1179	101.5	SNP386_4	102.5	3.51	5.469	− 0.082	Cypress
	*qGL-C-7*	7	73	SNP405_7	67.5	SNP827_7	87.5	2.61	4.841	− 0.077	Cypress
	*qGW-C-5*	5	19	SNP399_5	17.5	SNP0511_511	21.5	3.21	7.634	0.0267	LaGrue
	*qGW-C-6*	6	152	SNP0638_638	149.5	SNP333_6	154	3.25	7.441	0.0264	LaGrue
	*q%Chalk-C-9*	9	55	SNP1170_1170	33.5	SNP0829_829	68.5	3.32	3.325	− 0.996	Cypress
HNT	*qGL-HNT-1*	1	107	SNP0118_118	101.5	SNP291_1	107.5	4.85	10.453	− 0.12	Cypress
	*qGL-HNT-2*	2	104	SNP0212_212	97	SNP506_2	105.5	2.93	6.389	− 0.081	Cypress
	*qGW-HNT-1.1*	1	86	SNP0108_108	83.5	SNP0109_109	89.5	3.79	9.2892	− 0.033	Cypress
	*qGW-HNT-1.2*	1	88	SNP0109_109	87.73	SNP0112_112	89.18	3.56	8.0977	− 0.031	Cypress
	*qGW-HNT-3*	3	135	SNP310_3	132.5	SNP0350_350	139.5	2.83	6.4213	0.028	LaGrue
	*q%Chalk-HNT-1*	1	12	SNP1203_1203	6.5	SNP99_1	16.5	4.33	49.874	− 7.273	Cypress
	*q%Chalk-HNT-6*	6	98	SNP0603_603	73.29	SNP0640_640	107.5	4.86	51.47	− 7.294	Cypress
	*q%Chalk-HNT-7*	7	12	SNP1163_1163	1.09	SNP0672_672	17.5	4.42	51.527	− 7.259	Cypress
	*q%Chalk-HNT-10*	10	70	SNP0923_923	69.5	SNP212_10	72.5	2.61	28.775	− 8.785	Cypress

*Trt* treatment conditions (control and HNT stress), *QTL* quantitative trait locus, *Chr* chromosome in the rice genome, *Pos(cM)* genetic position in centiMorgan (cM) on the linkage map, *LOD* logarithm of the odds peak/score was set ≥ 2.5 as threshold for detecting significant QTL in the mapping, *PVE(%)* total phenotypic variance explained by the QTL in percentage (%), *Add* additive effect values indicate the direction of favorable allele from the parents, *Fav.allele* Favorable allele showing the negative additive effect value that means the direction of favorable allele from Cypress, while showing positive additive effect value pointing the direction of the favorable allele from LaGrue.

Under control condition, three QTLs for GL, *qGL-C-1*, *qGL-C-4*, and *qGL-C-7*, were detected with LOD scores of 4.78, 3.51, and 2.61 and showed PVE (%) of 8.27, 5.469, and 4.84%, respectively. The size of *qGL-C-1*, *qGL-C-4*, and *qGL-C-7* QTLs was 4.0 cM, 1.0 cM, and 20.0 cM within flanking SNP makers, SNP0129_129 (38,652,270 bp) & SNP0130-130 (39,278,883 bp), SNP1179_1179 (29,114,708 bp) & 29,299,845 bp), and SNP405_7 (2,036,558 bp) & SNP827_7 (2,721,936 bp) on chromosomes 1, 4, and 7, respectively (Table 2, Fig. 4A, Supplementary Fig. S2A). For GW, two QTLs, *qGW-C-5* and *qGW-C-6*, were identified with LOD scores of 3.21 and 3.25, and exhibited PVE (%) of 7.63% and 7.44%, respectively. The size of these QTLs, *qGW-C-5* and *qGW-C-6,* was 4.0 cM and 4.5 cM within flanking SNP markers, SNP399_5 (3,709,209 bp) & SNP0511_511 (4,129,551 bp) and SNP0638_638 (28,004,251 bp) & SNP333_6 (28,688,881 bp) on chromosomes 5 and 6, respectively (Table 2, Fig. 4A, Supplementary Fig. S2B). For % chalk, the QTL, *q%chalk-C-9*, was detected with LOD score of 3.32 and showed PVE (%) of 3.33%. The size of the QTL was 35 cM within flanking SNP markers, SNP1170_1170 (4,052,650 bp) and SNP0829_829 (6,667, 280 bp) on chromosome 9 (Table 2, Fig. 4A, Supplementary Fig. S2C). Under HNT stress conditions, for GL, two QTLs, *qGL-HNT-1* and *qGL-HNT-2*, were identified with LOD scores of 4.85 and 2.93 and showed PVE (%) of 10.45% and 6.40%, respectively. These QTLs were sized of 6.0 cM (1,936,656 bp) and 8.5 cM (613,935 bp) within flanking SNP markers, SNP0118_118 (36,107,132 bp) & SNP291_1 (38,043,788 bp) and SNP0212_212 (11,707,132 bp) & SNP506_2 (12,321,173 bp) on chromosomes 1 and 2 respectively (Table 2, Fig. 4A, Supplementary Fig. S3A). For GW, three QTLs, qGW-HNT-1.1, qGW-HNT-1.2, and qGW-HNT-3, were identified with LOD scores of 3.79, 3.56, and 2.83, and showed PVE (%) of 9.28%, 8.1%, and 6.5%, respectively. These three QTLs were sized of 6.0 cM (402,983 bp), 1.45 cM (157,670 bp), and 7.0 cM (214,274 bp) within flanking SNP markers, SNP108_108 (34,274,861 bp)&SNP109_109(34,677,844 bp),SNP109_109(34,677,844b) &SNP0112_112(34,835,514 bp), and SNP310_3 (22,796,525 bp) & SNP350_350 (23,010,799 bp) on chromosomes 1, 1, and 2, respectively (Table 2, Fig. 4A, Supplementary Fig. S3B). Four QTLs for %chalk, *q%chalk-HNT-1*, *q%chalk-HNT-6*, *q%chalk-HNT-7*, and *q%chalk-HNT-10*, were detected with LOD scores of 4.33, 4.86, 4.42, and 2.61 and explained phenotypic variation (%) of 49.87%, 51.47%, 51.53%, and 28.77%, respectively. The size of these four QTLs was 10.0 cM (7,919,913 bp), 34.2 cM (19,092,637 bp), 16.4 cm (11,701,288 bp) within flanking SNP markers, SNP1203_1203 (30,498,826 bp) & SNP99_1 (38,418,739 bp), SNP1163_1163 (4,001,958 bp) & SNP0672_672 (15,703,246 bp), and SNP0923_923 (17,908,351 bp) & SNP212-10 (21,817,967 bp) on chromosomes 1, 6, 7 and 10, respectively (Table 2, Fig. 4A, Supplementary Fig. S3C).

The polygenic behavior of grain quality traits (GL, GW, and %chalk) may identify many QTLs with smaller effects and epistasis between distinguish loci in the genome. Several QTLxQTL interactions were detected between different loci for each grain quality trait under individual control and HNT stress conditions (Supplementary Table S2, Fig. 4B). To declare a significant epistatic interaction, QTL x QTL interaction with a threshold LOD > 4.0 was used^84^. Under control conditions, loci associated with %chalk on chr1 (30.49–38.49 mb), chr2 (17–18.97 mb), chr4 (27.70–29.29 mb), and chr5 (22.63–23.97 mb) showed epistatic interactions with loci on chr3 (2.87–3.39 mb) & chr4 (30.15–33.15 mb), chr11 (16.41–17.36 mb), and chr9 (4.06–6.67 mb), respectively exhibiting PVE range 0.51% to 2.37% with epistatic effect range − 8.23 to 5.34 (Supplementary Table S2, Fig. 4B). Loci associated with GL on chr3 (5.89–27.14 mb) and chr7 (2.73–4.74 mb) interacted with the loci (17.63–21.87 mb and 6.27–9.21 mb) on chr8 showing PVE 2.79% and 2.68% and epistatic effect 0.134 and 0.109, respectively. For GW, the epistatic interaction was observed between loci on chr9 (17.74–18.82 mb) and the loci on chr10 (11.93–13.43 mb) with PVE 1.85% and epistatic effect 0.036 (Supplementary Table S2, Fig. 4B). Under HNT stress conditions, for GL and GW, no interaction was detected. For % chalk, locus on chr1 (30.50–38.42 mb) showed significant epistatic interaction with loci on chr2 (21.33–22.03 mb), chr3 (7.35–31.57 mb), chr4 (16.29–16.33 mb), chr5 (6.61–14.64 mb), chr6 (0.36–9.98 mb), chr7 (18.63–25.95 mb), chr8 (22.62–24.46 mb), chr10 (13.72–16.83 mb), chr11 (17.59–27.83 mb), and chr12 (22.75–25.68 mb) showing PVE range from 0.62 to 2.37% and epistatic effect range − 6.06 to 1.31. In addition, loci on chromosomes 2, 4, 5, 6, and 7 showed significant interactions with loci on several chromosomes showing PVE range 0.50% to 2.79% and epistatic effect range − 8.23 to 5.39 (Supplementary Table S2). The details information about QTL × QTL interaction is shown in Supplementary Table S2.

### Co-localization of QTLs with previously reported QTLs

There has been no bi-parental mapping for grain quality traits in tropical *Japonica* background under HNT stress reported. In order to validate these identified QTLs in this study, we investigated the co-localization of all the detected QTLs related to GL, GW, and % chalk under control and heat stress conditions with 15 previously reported studies worldwide in *japonica* rice background^21,46,51,55,62,85–94^. The 15 independent publicly available mapping studies, published between 2001 to 2021, reported 29 major effect QTLs related to GL, GW, ratio of grain length and width (RLW), and chalkiness related components such as percent chalkiness (PC), degree of chalky endoderm (DEC), chalk rate (CR), percent grain white chalk (PGWC), white kernel (WK), white back (WB), back chalk (BCHK), percent white back (PWB), percent grain chalkiness (PGC), and chalky kernel (CK), were downloaded and used for extraction of the genome position of the QTLs for co-localization analysis (Table 3). The QTLs, *qGL-C-1* under control condition and *qGL-HNT-1* under HNT stress on chr1 related to GL, were co-localized with previously reported major effect QTL *GL1-4*^85^ in the genomic region between 36,107,132 and 39,278,883 bp in the genome. Under control conditions, the *QTLs, qGW-C-5* on chr5 and *qGW-C-6* on chr6 for GW, were co-localized with three previously reported major effect-QTLs (*gGL5-3*, *qGW-5*, and *qGW5*)^21,46,85,86^ in the genomic region (3,709,209–4,129,551 bp) on chr5 and two major QTLs (*qGW6-7 and qRLW-6*)^85,86^ in the genomic region (28,004,251–28,688,881 bp) on chr6, respectively. The QTL, *q%chalk-C-9* for % chalk under control conditions, was coincided in the genomic region (4,052,650–6,667,280 bp) with three well-known and major effect-QTLs, *qPC9.1, qDEC-9*, and *qCR9*, on chr9^46,87,88^.

**Table 3:** Previously reported quantitative trait loci (QTLs) co-localized with the genomic regions of 15 QTLs related to grain quality traits (GL, GW, and % chalk) under control and high nighttime temperature (HNT) stress.

Treat	QTL	Chr	Left flaking marker	Right flaking marker	QTL interval (bp)	Co-localization with pre reported QTLs	References
Control	*qGL-C-1*	1	SNP0129_129	SNP0130_130	38,652,270–39,278,883	*qGL1-4*	^85^
	*qGL-C-4*	4	SNP1179_1179	SNP386_4	29,114,708–29,299,845	–	–
	*qGL-C-7*	7	SNP405_7	SNP827_7	2,036,558–2,721,936	–	–
	*qGW-C-5*	5	SNP399_5	SNP0511_511	3,709,209–4,129,551	*qGL5-3, qGW-5, qGW5*	^21,46,85,86^
	*qGW-C-6*	6	SNP0638_638	SNP333_6	28,004,251–28,688,881	*qGW6-7, qRLW-6*	^85,86^
	*q%Chalk-C-9*	9	SNP1170_1170	SNP0829_829	4,052,650–6,667,280	*qPC9.1, qDEC-9, qCR9,*	^46,87,88^
HNT	*qGL-HNT-1*	1	SNP0118_118	SNP291_1	36,107,132–38,043,788	*qGL1-4*	^85^
	*qGL-HNT-2*	2	SNP0212_212	SNP506_2	11,707,238–12,321,173	–	–
	*qGW-HNT-1.1*	1	SNP0108_108	SNP0109_109	34,274,861–34,677,844	*q%Chalk-HNT-1*	–
	*qGW-HNT-1.2*	1	SNP0109_109	SNP0112_112	34,677,844–34,835,514	*q%Chalk-HNT-1*	–
	*qGW-HNT-3*	3	SNP310_3	SNP0350_350	22,79,6525–23,010,799	*qGL3, qGW3*	^89^
	*q%Chalk-HNT-1*	1	SNP1203_1203	SNP99_1	30,498,826–38,418,739	*qGL-HNT-1,qGW-HNT-1.1, qGW-HNT-1.2, qPC1.1, qPGWC-1, qDEC-1b, qWK1-2, qBCHK1-3*	^46,87,90,91^
	*q%Chalk-HNT-6*	6	SNP0603_603	SNP0640_640	10,049,864–29,142,501	*qGW-C-6, qGW6-7, qPC6.1, qRLW-6, qGL-6, gw6, qWB6, qPGWC6.1, qPGWC6.2, qCR6*	^55,62,85, 86,87,89, 92^
	*q%Chalk-HNT-7*	7	SNP1163_1163	SNP0672_672	4,001,958–15,703,246	*qPWB7.1*	^93^
	*q%Chalk-HNT-10*	10	SNP0923_923	SNP212_10	17,908,351–21,817,967	*qPGC-10, qCR10, qCK10, qCK10h, qCD10h*	^51,88,94^

*Trt* treatment conditions (Control and HNT stress), *QTL* 15 quantitative trait loci, *Chr* chromosome in the rice genome.

Under HNT stress, the QTL, *qGW-HNT-3* on chr3 for GW, was coincided with two previously reported major QTLs, *qGL3* and *qGW3* in the genomic region (22,796,525–23,010,799 bp) on chr3 in rice genome^89^. For % chalk under HNT stress, the QTLs, *q%Chalk-HNT-1* on chr1, *q%Chalk-HNT-6* on chr6, *q%Chalk-HNT-7* on chr7, and q%Chalk-HNT-10 on chr10, were co-localized with prior reported 5 QTLs (*qPC1.1, qPGWC-1, qDEC-1b, qWK1-2, and qBCHK1-3*) in the genomic region (30,498,826–38,418,739 bp) on chr1^47,87,90,91^, 9 QTLs (*qGW6-7,* qPC6.1, *qRLW-6,* qGL-6, gw6, qWB6, qPGWC6.1, qPGWC6.2, qCR6) in the genomic region (10,049,864–29,142,501 bp) on chr6^55,62,85–87,89,92^ , 1 QTL (qPWB7.1) in the genomic region (4,001,958–15,703,246 bp) on chr7^93^, and 5 QTLs (*qPGC-10*, *qCR10, qCK10, qCK10h, qCD10h)* in the genomic region (17,908,351–21,817,967 bp) on chr10^51,88,94^, respectively. The graphic representation of the identified QTLs co-localized with previously reported 29 QTLs in the rice genome is shown in Circos (Fig. 5) and Supplementary Fig. S4.

**Figure 5:**
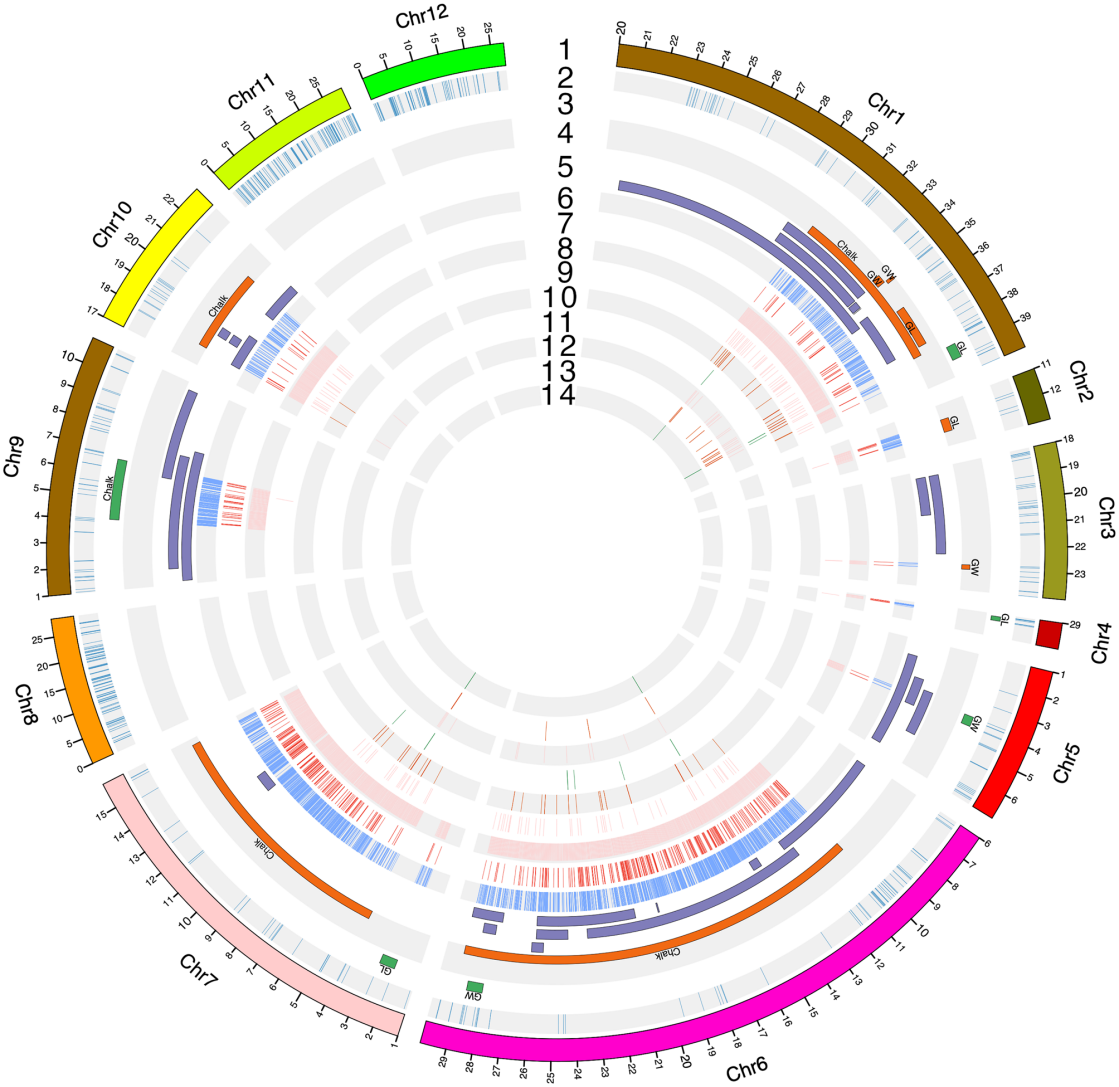
Visual representation of the genomic and transcriptomic characterization of the 51 Mbp genomic region spanning the 15 QTLs. The chromosomes that contain the QTLs and other genomic features are zoomed in for better resolution of the region containing the track information while chromosomes 8, 11 and 12 that lack any genomic information are shown on a regular scale. The tracks are numbered and labeled: 1. Chromosomes, 2. 1178 SNP markers used in QTL mapping, 3. 6 QTLs for grain length, grain width, and percent chalkiness under control condition, 4. 9 QTLs for grain length, grain width, and percent chalkiness under HNT stress condition, 5. Previously reported 29 major effects-QTLs co-localized with the genomic regions of 15 QTLs, 6. High Impact SNPs in the entire QTLs regions identified in 83 genotypes of the Japonica Diversity Panel, 7. High Impact SNPs in the entire QTLs regions, which differentiate Cypress and LaGrue, 8. All genes in the entire QTLs regions, 9. Genes showing differential gene expression only (149 DEGs), 10. High Impact SNPs in DEGs, 11. High Impact SNPs in DEGs that differentiate Cypress and LaGrue, 12. Potential candidate loci/genes of interest (35 genes), 13. High Impact SNPs in the candidate loci/genes, 14. High Impact SNPs in the candidate loci/genes that differentiate Cypress and LaGrue.

### Allele mining for the 15 QTL regions in the japonica diversity panel

A set of 83 rice accessions of the JDP was used to mine polymorphic alleles in the 51 Mbp genomic region that contains the 15 QTLs using IRGSP 1.0 as reference genome. A total of 868,823 polymorphic alleles, excluding in/dels and other structural variants, were identified of which 131,629 alleles (15% of total alleles) differentiated both parents, “Cypress and LaGrue” from each other. Based on the functional class of the SNP effects, 55%, 42%, and 3% of these SNPs were classified as missense, silent, and nonsense, respectively. The missense: silent (Mi:Si) ratio for these variants in the genome is 1.3 and the transitions: transversions (Ts:Tv) ratio is 2.6.

According to the SNP annotations, 6160 out of 868,823 SNPs (0.7% of total SNPs) were classified as high impact SNPs (HISs) depending on their type, region, functional class, position, and proximity to the gene and/or gene features. 865 HISs representing 14% of these HISs differentiate the parents, Cypress and LaGrue, further.

The distribution of features found in the QTL regions such as, source markers used to identify the QTLs, genes in QTLs, DEGs, and SNPs associated with each of these features were visualized across the chromosomes (Fig. 5). A summary of the SNPs identified by allele mining in a set of 83 rice accessions of the JDP is presented in the Supplementary Table S3. Assuming the SNPs are uniformly distributed across the cumulative QTL length of 51 Mbp, there is one SNP present every 59 bp for all 83 accessions of the JDP, and one SNP every 389 bp that is polymorphic between the two parents. Similarly, there is one high impact SNP (HIS) every 8.3 Kbp and one Cypress-LaGrue differentiating HIS every 59.1 Kbp.

### Genome and transcriptome scale characterization of the QTL regions and identification of candidate genes for grain quality under HNT stress

A genomic scan of the 51Mbp region spanning the 15 QTLs was performed. Using the IRGSP 1.0 genome feature file (gff3) as a reference, we identified a total of 7117 genes in this region, of which 495 genes were shared between the overlapping QTL regions (*qGW-C-6 & q%Chalk-HNT-6* on chromosome 6, and *qGL-HNT-1, qGW-HNT-1, & qChalk-HNT-1* on chromosome 1). The QTL-wise distribution and order of these genes were also determined.

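Caryopses at the R6 stage, when the endosperm is milky, were collected from Cypress, the HNT tolerant parent, and LaGrue, the HNT sensitive parent, and their RNA was sequenced. Plants of both cultivars were kept at 30 °C by day, with nights at 28 °C under HNT stress and at 22.2 °C under control conditions. Each of the 4 groups had 2 replicates, which makes 8 samples. The authors' deposited table holds the log2 fold change of the G × E interaction and its adjusted p for each locus, both computed by the authors with DESeq2, and no counts or values per sample. The depth of the libraries is therefore unknown, the spread between replicates could not be computed, and no test between the groups was run again. A positive log2 fold change means that HNT stress raised the expression of a locus more, or lowered it less, in Cypress than in LaGrue, and the value does not tell in which cultivar the expression changed. In the authors' deposited table, 55801 loci are listed, of which 29397 have a log2 fold change and 19318 have an adjusted p. A further 7208 entries with an adjusted p carry no locus name and make up 27.2% of all entries with one. As 2431 distinct adjusted p values occur among both the named and the unnamed entries of the authors' deposited table, the adjustment was read as a single Benjamini-Hochberg run over 26526 entries. The unadjusted p of each locus was recovered from its adjusted p and its rank, and is an upper bound where adjusted p values are tied, which was the case for 367 loci past the threshold. The standard error of each log2 fold change was then recovered as its absolute value divided by the normal quantile of that p. This takes the test to be a two-sided Wald test against 0, which the paper's text does not name. Recovery from the named loci alone changed the standard errors of the loci past the threshold by at most 0.262%. Loci with an absolute log2 fold change of at least 1 and an adjusted p under 0.05 were counted as differentially expressed genes (DEGs), since the paper counts both up- and down-regulated genes.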

To understand the effect of HNT stress in a genotype-dependent manner, differential gene expression analysis was performed on the genotype × environment (G × E) interaction of HNT stress treated and control replicates of the Cypress and LaGrue genotypes as described earlier. We aimed to identify candidate genes involved in GL, GW, and % chalk under HNT stress, by integrating QTL and expression QTL (eQTL) analyses of both parents. Of the 7117 genes, 149 genes were either up- or down-regulated in response to HNT stress at log_2_fold change ≥ 1 and *padj* < 0.05 as shown (Fig. 6). 

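Across the whole genome, the authors' deposited table holds 1320 named DEGs, 6.83% of the tested loci, of which 841 had a positive and 479 a negative interaction. The positive share was 63.7% (exact 95% confidence interval 61.1% to 66.3%, two-sided exact binomial test, p = 1.54e-23), counted across genes, which are not independent replicates. The DEGs had a median absolute log2 fold change of 2.00 in the authors' deposited table and a median recovered standard error of 0.435, against 0.742 for all tested loci. The recovered 95% confidence interval lay wholly beyond an absolute log2 fold change of 1 for 732 of them. Of all alternatives, a test against an absolute log2 fold change of 1, chosen after seeing the data, moved the count most and left 290 loci. No coordinates could be matched to the locus names, so the QTL regions were approximated, after the data were seen, by 4 spans of consecutive locus numbers, each running between the outermost loci that Table 4 and Supplementary Fig. S5 name on a chromosome. By the QTLs that Supplementary Fig. S5 gives and the order of the QTLs in Table 3, each span lies inside the % chalk QTL of its chromosome, so the counts are lower bounds for the QTL regions. The span on chromosome 1, from LOC_Os01g53560 to LOC_Os01g66050, held 51 DEGs among 620 tested loci. On chromosome 6, the span from LOC_Os06g19980 to LOC_Os06g47150 held 43 DEGs among 651 tested loci. The chromosome 7 span, from LOC_Os07g09890 to LOC_Os07g16690, held 22 DEGs among 179 tested loci, and the chromosome 10 span, from LOC_Os10g34520 to LOC_Os10g39610, held 14 among 203. Together, the spans cover 4788 listed loci, and 130 of the 1653 tested loci in them were DEGs in the authors' deposited table, 91 with a positive and 39 with a negative interaction. The 8 loci at the ends of the spans were left out of the test for enrichment because the authors had picked them as DEGs. Without them, 7.42% of the tested loci inside the spans and 6.74% of those outside were DEGs, an odds ratio of 1.11 (95% confidence interval 0.914 to 1.35, two-sided Fisher's exact test, p = 0.305). With the loci that passed the test against an absolute log2 fold change of 1 in place of the DEGs, also chosen after seeing the data, the odds ratio was 1.49 (95% confidence interval 1.04 to 2.13, Fisher's exact test, p = 0.0332, not adjusted for the number of alternatives). Fisher's exact test takes loci as independent, although neighbouring loci were often DEGs together. Without LOC_Os07g11310 to LOC_Os07g11650, the value of 1.49 fell to 1.15 (95% confidence interval 0.771 to 1.72, Fisher's exact test, p = 0.452). A fall was fixed in advance, because this group was picked for its DEGs. Among the separate spans, the highest odds ratio was that of chromosome 7, at 1.76 (95% confidence interval 1.10 to 2.82, Fisher's exact test, p = 0.0231, and 0.0924 after Benjamini-Hochberg adjustment over the 4 spans). When the DEGs were shifted along the order of the tested loci, the span ends again left out, 4197 of the 19310 possible shifts (21.7%) placed at least as many DEGs in the spans. No such shift was run for the loci that passed the test against an absolute log2 fold change of 1. The paper's aim was to find candidate genes for grain length, grain width and % chalk by combining the QTLs with the expression data of both parents. Among the DEGs of the QTL regions, it then chose candidates by known gene function and by high impact SNPs.

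**Figure D1:**
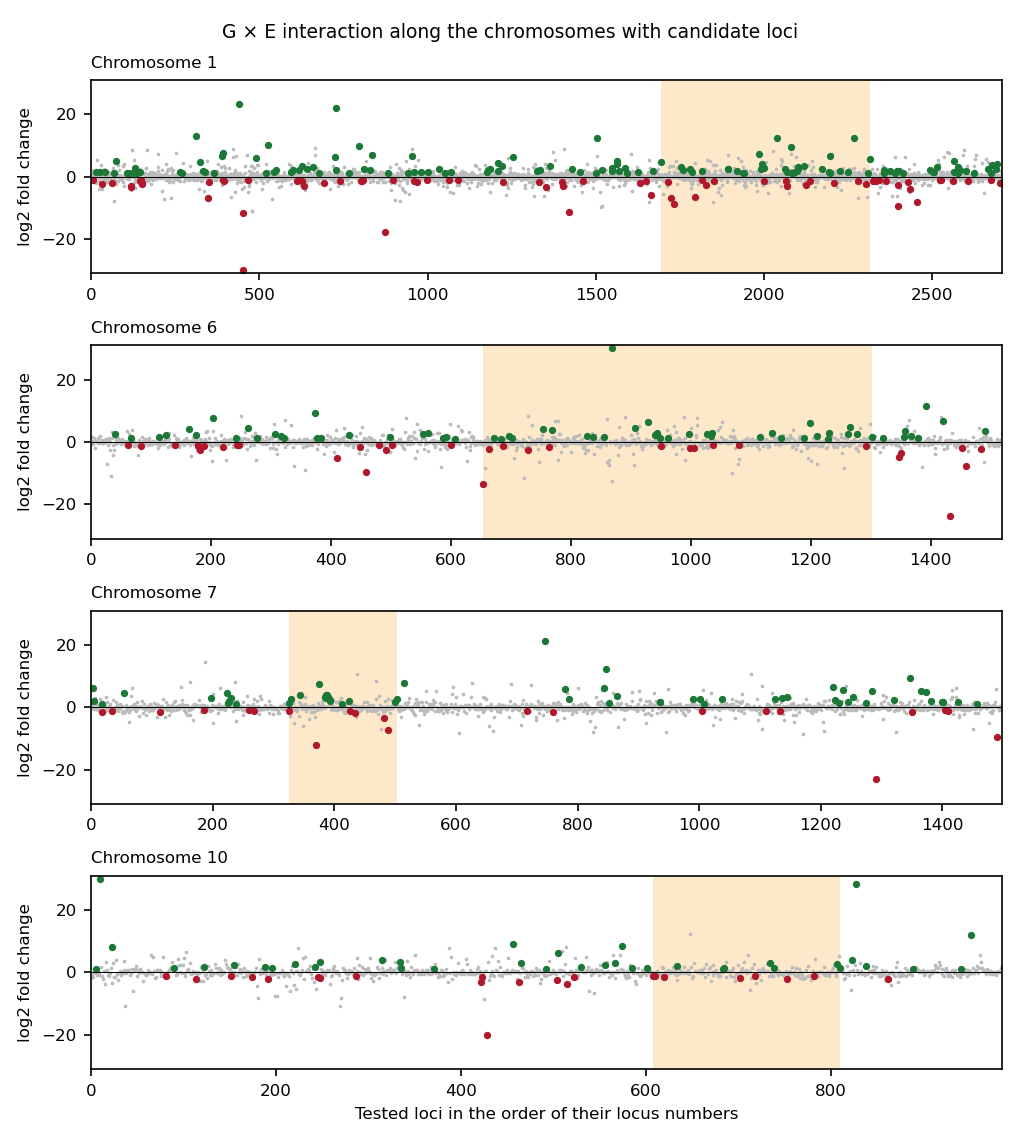
Log2 fold change of the G × E interaction (vertical axis) of the tested loci of chromosomes 1, 6, 7 and 10, in the order of their locus numbers (horizontal axis). Shaded areas are the spans, green points are DEGs with a positive and red points DEGs with a negative interaction, and grey points are the other tested loci; the shaded areas hold 51, 43, 22 and 14 DEGs.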

The genes showing significant differences for gene expression were assigned to their respective QTLs based on their genomic locations/co-ordinates. Of these 149 differentially expressed genes (DEGs), a subset of 35 genes (six for GL, one for GW, and 28 for % chalk) was identified based on the known function in starch biochemical pathways, stress-responsive pathways, and gene ontology (GO) based gene functions. 

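All 35 genes of the subset had an absolute log2 fold change of at least 1 and an adjusted p under 0.05 in the authors' deposited table, 27 of them with a positive and 8 with a negative interaction. Adjusted over the list alone, 35 also had an adjusted p under 0.05, which is not independent evidence because the authors chose the list on these samples. Ranked by recovered p among all tested loci, the subset had a median rank of 471. The lowest adjusted p in the subset was that of LOC_Os06g36400, which had a log2 fold change of 2.16 and an adjusted p of 8e-45 in the authors' deposited table. Its recovered standard error was 0.149, which places it at rank 16. At the other end, LOC_Os01g55940 had a log2 fold change of -2.82 and an adjusted p of 0.0480 in the authors' deposited table. Its recovered standard error was 1.00 and its rank 1908, and its adjusted p rose to 0.0666 when the Benjamini-Hochberg adjustment was extended to every entry with a log2 fold change, the authors' untested ones included. The median recovered standard error of the subset was 0.316, and 7 genes had one above 1, the highest being 3.25 for LOC_Os01g65169, whose log2 fold change in the authors' deposited table was 12.25. For 23 of the genes, the 95% confidence interval lay wholly beyond an absolute log2 fold change of 1, and 15 passed a test against that value, chosen after seeing the data.

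**Figure D2:**
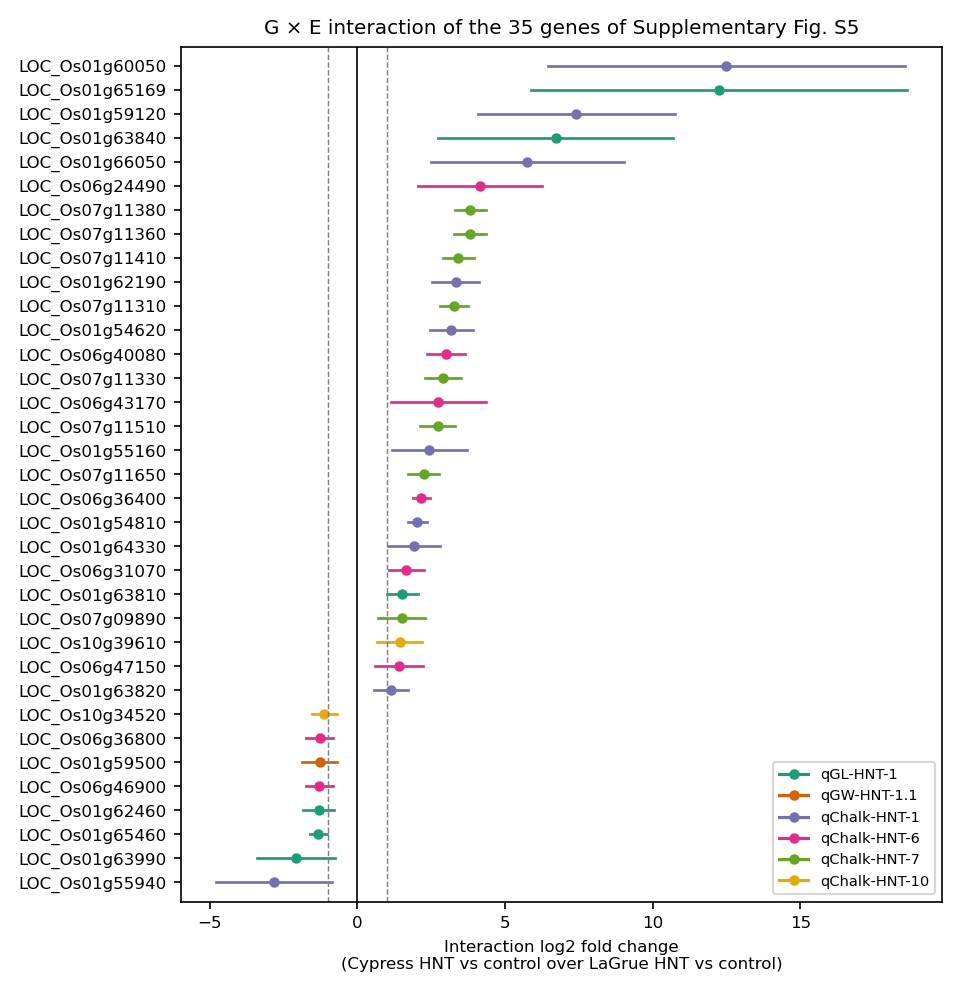
Log2 fold change of the G × E interaction (points) with its recovered 95% confidence interval (lines) for the 35 genes, coloured by the QTL that Supplementary Fig. S5 assigns them to. Dashed lines mark log2 fold changes of -1 and 1; the intervals of 23 genes lie wholly outside these lines, and 7 genes have a standard error above 1.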

The expression profiles and annotations of these genes are also shown (Supplementary Fig. S5). 

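Beta-galactosidase 4 (LOC_Os01g65460), which Supplementary Fig. S5 assigns to qGL-HNT-1, had an interaction log2 fold change of -1.33 with an adjusted p of 7.36e-17 in the authors' deposited table. The recovered standard error was 0.148, with a 95% confidence interval from -1.62 to -1.04, and the gene was at rank 100 by recovered p. As read from the colours of Supplementary Fig. S5, its expression fell under HNT stress in Cypress and rose in LaGrue, with the larger change in Cypress. The paper's text does not give the scale of these colours, and no test was run on them. Which cultivar changed more is therefore only a description of the colours, here and below.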

The subset comprises genes such as the Beta-galactosidase 4 (LOC_Os01g65460) which is downregulated in Cypress under HNT stress but highly expressed in LaGrue under HNT stress. 

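LOC_Os01g55160 had an interaction log2 fold change of 2.44 with an adjusted p of 0.00273 in the authors' deposited table. Its recovered standard error was 0.643 and its 95% confidence interval ran from 1.18 to 3.70, at rank 998 by recovered p. For LOC_Os01g64330, the authors' deposited table gives a log2 fold change of 1.92 with an adjusted p of 0.000448. The recovered standard error of this locus was 0.447, with a 95% confidence interval from 1.04 to 2.79, at rank 738. Read from the colours of Supplementary Fig. S5, the expression of both loci rose under HNT stress in both cultivars, with the larger rise in LaGrue for LOC_Os01g55160 and in Cypress for LOC_Os01g64330. For LOC_Os01g55160, the colours thus give an interaction of the opposite sign to the 2.44 of the authors' deposited table. The reason for this conflict is unknown.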

Other examples of GO based genes included two loci with unknown gene functions, LOC_Os01g55160 and LOC_Os01g64330, that have been reported to be upregulated under endoplasmic reticulum (ER) stress during rice endosperm development and could cause aggregation of abnormal PB bodies that ultimately affect the grain quality^95^.

**Figure 6:**
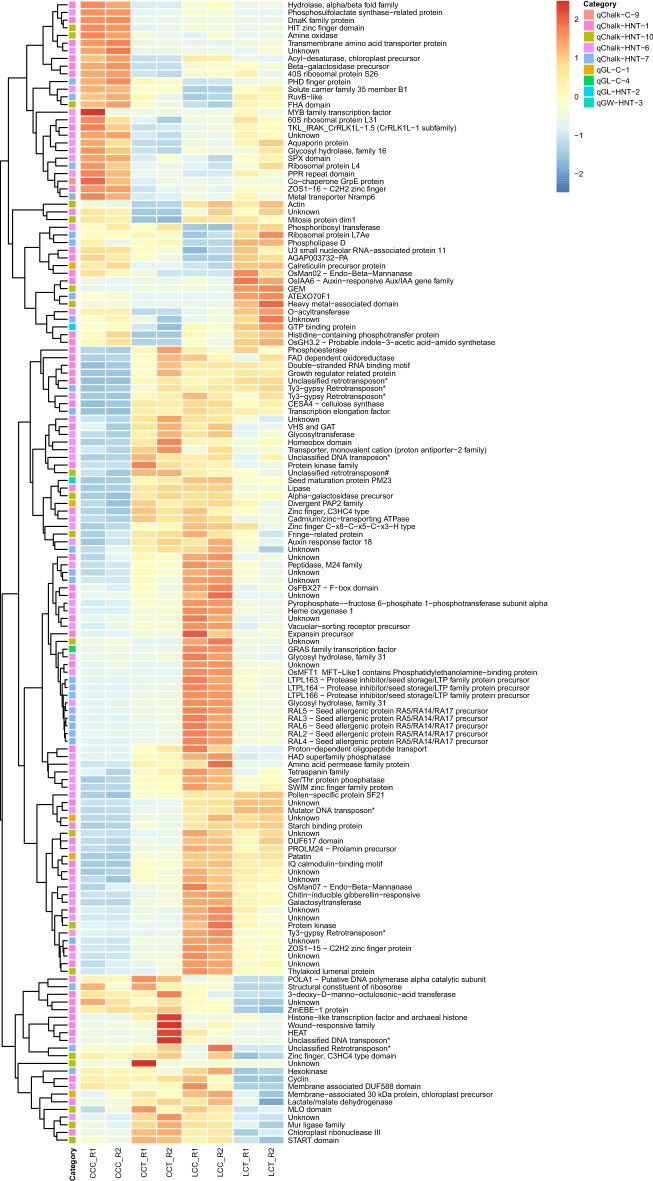
Heat maps showing the differential gene expression profiles and annotations of 149 differentially expressed genes (DEGs) at *log*_*2*_*fold change* ≥ 1 and *padj* < 0.05, which were assigned to their respective QTLs related to grain length, grain width, and percent chalkiness under high nighttime temperature (HNT) stress. CCC_R1 and CCC_R2 are two replicates for Cypress under control conditions, CCT_R1 and CCT_R2 are two replicates for Cypress under HNT stress conditions, LCC_R1 and LCC_R2 are two replicates for LaGrue under control conditions, and LCT_R1 and LCT_R2 are two replicates for LaGrue under HNT stress conditions.

To identify the potential candidate genes, we followed a two-tier approach based on differential gene expression and allele mining to find SNPs that overlap with the 149 DEGs showing significant changes in expression under control and HNT conditions. We found 5,507 SNPs overlapped with the 149 DEGs ± 10 Kbp (14 SNPs or 0.25% of these were HISs that differentiate between the Cypress and LaGrue genotypes). This approach identified 11 candidate loci of interest (DEGs at log_2_FC ≥ 1 and *padj* < 0.05) and high impact SNP associations with these loci based on the position, predictive cause, and effect of the SNP (Table 4).

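All 11 candidate loci of Table 4 passed the threshold for DEGs in the authors' deposited table, 8 with a positive and 3 with a negative interaction, and 2 of them also belong to the subset of Supplementary Fig. S5. The recovered standard error was above 1 for 4 of the 11 loci. Among them, the MYB family transcription factor LOC_Os06g19980 had a log2 fold change of -13.54 in the authors' deposited table and a recovered standard error of 3.30. OsMan02 (LOC_Os01g54300) had a log2 fold change of -8.95 in the authors' deposited table with a recovered standard error of 2.80, and the phosphoesterase LOC_Os01g53560 had 4.57 with a standard error of 1.45. The lowest adjusted p was that of the expressed protein LOC_Os07g16330, with a log2 fold change of 1.56 and an adjusted p of 2.56e-09 in the authors' deposited table, a recovered standard error of 0.234 and rank 239. For the peptidase LOC_Os06g45360, the log2 fold change was 1.06 in the authors' deposited table, and the recovered 95% confidence interval from 0.66 to 1.46 included 1. Likewise, the ribosomal protein LOC_Os07g12650 had a log2 fold change of -1.34 with an adjusted p of 0.0210 in the authors' deposited table and a recovered interval from -2.18 to -0.50. Adjusted p was under 0.01 for 7 of the loci, and 3 passed a test against an absolute log2 fold change of 1, chosen after seeing the data. These 3 were LOC_Os06g19980, the HEAT protein LOC_Os01g60050 and LOC_Os06g25760. The recovered standard errors of LOC_Os06g19980 and LOC_Os01g60050, 3.30 and 3.08, were the highest of the 11 loci. Passing this test therefore does not mark the most precise loci.

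**Figure D3:**
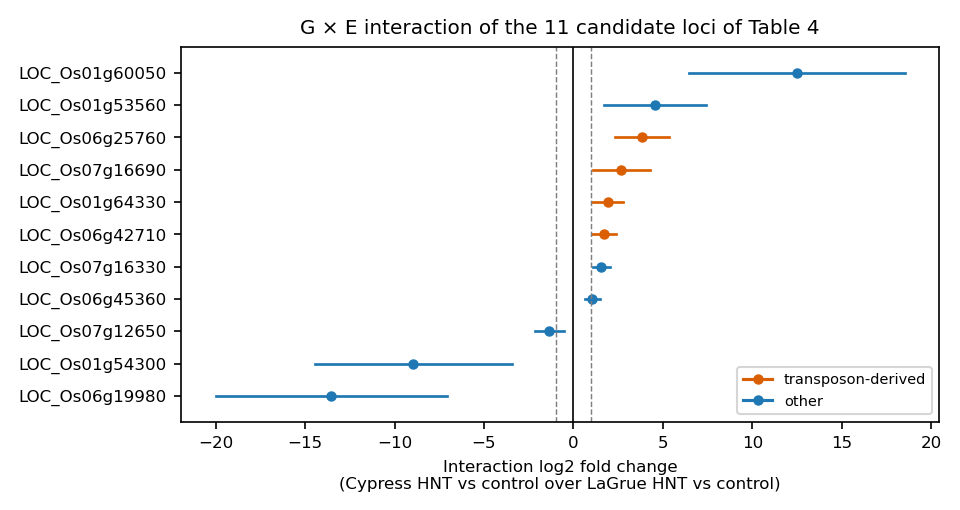
Log2 fold change of the G × E interaction (points) with its recovered 95% confidence interval (lines) for the 11 loci of Table 4, coloured by whether the paper lists them as transposon-derived. Dashed lines mark log2 fold changes of -1 and 1; 8 loci lie on the positive and 3 on the negative side.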

**Table 4:** Candidate genes identified using a two-tier approach of overlapping differentially expressed genes (*log2FC* ≥ 1 *and padj* < 0.05) and allele mining in the 51 Mbp region spanning the 15 QTLs.

Gene	Type	No. of HISs	Gene annotation
**LOC_Os06g25760**	**Protein_coding**	**15**	**Retrotransposon protein, putative, Ty3-gypsy subclass, expressed**
**LOC_Os06g42710**	**Protein_coding**	**3**	**Transposon protein, putative, Mutator sub-class, expressed**
LOC_Os01g60050	Protein_coding	2	HEAT, putative, expressed
**LOC_Os01g64330**	**Protein_coding**	**2**	**Retrotransposon protein, putative, unclassified, expressed**
LOC_Os07g16330	Protein_coding	2	Expressed protein
LOC_Os01g53560	Protein_coding	1	Phosphoesterase, putative, expressed
LOC_Os01g54300	Protein_coding	1	OsMan02—Endo-Beta-Mannanase, expressed
LOC_Os06g19980	Protein_coding	1	MYB family transcription factor, putative, expressed
LOC_Os06g45360	Protein_coding	1	Peptidase, M24 family protein, putative, expressed
LOC_Os07g12650	Protein_coding	1	Ribosomal protein L7Ae, putative, expressed
**LOC_Os07g16690**	**Protein_coding**	**1**	**Retrotransposon protein, putative, Ty3-gypsy subclass, expressed**

*HISs* high impact single nucleotide polymorphisms (SNPs).

Transposon derived protein coding genes are in bold.

## Discussion

HNT stress,one of the detrimental factors, negatively effects grain quality traits leading to poor grain quality in rice grains. Enhancing HNT stress tolerance with minimizing poor grain quality in US rice cultivars is one of the evolving targets in rice breeding. It has been determined that HNT stress (≥ 27 °C) during grain filing days in *japonica* rice triggers impairment of starch biosynthesis resulting into the increased chalkiness^29^. The increase in chalkiness alters the amylose content declining rice grain shape and size^33^. To improve the grain quality under HNT stress, it is extremely essential to identify favorable alleles linked with candidate genes related to grain quality traits using genome to phenome-assisted approaches. Here, we have carried out phenomics analysis of MY2 RIL population with both parents “Cypress and LaGrue” for grain quality traits under HNT stress and control conditions (Fig. 1), which allowed us to map and deeply characterize the genomic region linked with grain quality traits under HNT stress.

The broad range of phenotypic variation for grain quality traits under HNT stress and control conditions in the population indicates that GL, GW, and % chalk come up with quantitative inheritance that would be useful for QTL mapping. Our findings revealed that the parent Cypress showed least reduction in GL, GW, and smaller increase in % chalk while other parent LaGrue exhibited significantly higher reduction in GL, GW, and greater increase in % chalk under HNT stress compared to control conditions. So, the significant reduction in GL and GW is related to decline in carbohydrate availability due to high nighttime respiration or reduced carbon assimilates supply under HNT stress in rice^96^. Thus, the activity of several enzymes involved in biosynthesis and deposition of starch in the endosperm, negatively impacts grain dimensions and grain appearance in rice^96^ and other cereal crops^97^. The investigation of genetic variation derived from the both parents in the MY2 RIL populations, under HNT stress conditions, showed the highest genetic variation in % chalk followed by GW and GL (Fig. 2A–C, Table 1). Our results suggest that there was transgressive variation in the RIL populations exhibiting larger phenotypic values of each quality trait compared to both parents under prolonged HNT stress. This indicates that positive and negative alleles or loci with epistasis or additive effects, derived from both parents, can function together to substantially affect the GL, GW, and % chalk^91^. Several studies have shown that grain appearance is primarily determined by grain shape & size, a combination of GL, GW, and grain thickness (GT)^9,18^. During grain filling stage (R6 stage), air temperature in the environment plays an important role in generating unexpected variations in rice grain quality^11^. High broad sense heritability and relationship between grain quality traits under control and HNT stress conditions indicate the strong trait stability in different environments and strong genetic control directing the selection of genotypes-based GL, GW, and % chalk for HNT stress tolerance, which can be used in rice breeding.

The physical appearance traits (GL, GW, and chalkiness) determining grain quality in rice are important to rice growers and consumers. Most of the rain appearance traits such as GL, GW, and length and width ratio are heritable and can be selected through conventional breeding approaches; however, significant improvement in grain architecture such as chalkiness is difficult to achieve^98^. Currently, low-price sequencing of rice genomes and availability of advanced genomics tools and technologies have re-imagined rice breeding for mapping the QTLs/genes related to grain yield and quality. The grain quality traits including grain length, width, ratio of length & width, and chalkiness are the polygenic quantitative traits^34^. To date, more than 200 QTLs for GL and GW^36^ and more than 100 QTLs for chalkiness components have been identified in *Indica* and *indica-japonica* background of rice^34,40,42,43^. However, until now, this is first study focusing on mapping and characterization of QTLs for quality traits in the *TRJ* background RIL population derived two elite *TRJ* US rice cultivars “Cypress and LaGrue” under HNT stress. In the QTL mapping analysis, the additive effects suggest that the favorable alleles with negative effect were contributed by Cypress and favorable alleles with positive effect were come from LaGrue (Table 2). A QTL with more than 20% PVE was considered as a major effect QTL. Thus, among 9 additive effect QTLs for GL, GW, and %chalk under HNT stress, 4 QTLs related to % chalk are major effect-QTLs showing more than 20% phenotypic variance and these QTLs were mapped on chr1, ch6, ch7, and chr10. The higher phenotypic variation explained for most of the studied %chalk revealed major genes/QTLs to be responsible. To analyze the QTLxQTL interaction, surprisingly, there was no QTLXQTL interaction for GL and GW under HNT stress. However, for % chalk, locus on chr1 showed significant epistatic interaction with loci on chr2, chr4, chr5, ch6, chr7, chr8, chr10, chr11, and ch12 with PVE range from 0.62 to 2.37% and epistatic effect range from 0.50 to 2.79%. So, the epistatic interactions for % chalk in the genome suggest that the genomic region on chr1 plays an important role in controlling % chalk in rice grains.

Based on the physical positions of the SNP makers, identified QTLs related to GL, GW, and % chalk under control and HNT stress were investigated for co-localization with the previously reported QTLs for GL, GW, and chalkiness mapped in *indica-japonica* background. To validate the strength of the identified 15 QTLs for GL, GW, and % chalk under control and HNT stress conditions in the present study, 29 major effects QTLs related to grain quality traits (GL, GW, ratio of length and width, chalkiness components) reported in 15 independent publicly available studies in last two decades were analyzed^21,46,51,55,62,85–94^. Among 15 QTLs, 12 QTLs were coincided with the genomic regions of these previously reported 29 QTLs (Table 2, Fig. 5, Supplementary Fig. S4). These 12 QTLs for GL, GW, and % chalk in rice genome showed the strongest evidence of co-localization with other well-characterized and major effects previously reported QTLs, which suggest that these QTLs are consistently stable in the rice genome. The genomic regions of these QTLs bear useful gene targets to understand the HNT stress tolerance mechanism. Our co-localization analysis revealed that this information can be implemented in rice breeding using these SNPs for marker-assisted selection and introgression of the co-localized genomic regions with these QTLs of grain quality traits into other elite US rice cultivars to develop new rice cultivars. In addition, a follow-up search for these favorable alleles that we found in 83 rice accessions of the JDP will facilitate the selection of the trait phenotypes for other novel elite alleles.

To characterize the 51 Mbp of genomic region comprising15 QTLs for grain quality traits in the present study, a set of 83 rice accessions of the JDP was used to discover new favorable alleles using existing natural genetic variation. Among 868,823 polymorphic alleles, 131,269 alleles representing 15% of the total alleles are newly discovered alleles showing novel genomic variation between both parents, Cypress and LaGrue. Based on the SNP type, region, functional class, position, proximity to the gene or gene features, 6160 newly discovered SNPs/alleles (out of 868,823 total) are high impact SNPs (HISs), of which 865 HISs representing 14% of the total HISs have shown novel genetic variation between both parents. The HISs identified in this study are possible candidates for their use as functional markers to differentiate the two US cultivars, and thus find useful in genomics-assisted breeding and introgression studies. The SNPs that are unable to differentiate between Cypress and LaGrue are also useful in the sense that they indicate the presence of natural genetic variation for GL, GW, and % chalk in the *japonica* accessions of the JDP. The detailed summary of these SNPs with the genomic region of 15 QTLs showing highly dense distribution of SNPs/alleles in 83 rice genotypes of the JDP is shown in Fig. 5 and Supplementary Table S3. These observations emphasize the power of this analysis as there was a 2600-fold increase in SNP density over the initial set of markers that were used to identify the QTLs thus providing higher marker saturation (initial marker density = one marker every 155 Kb). Upon validation, these SNPs will provide a valuable resource for the future genomics-assisted breeding efforts for the traits of interest such as grain yield and grain quality.

In the transcriptome analysis, a total of 7117 genes were identified in the 51Mbp region comprising the 15 QTLs using IRGSP 1.0 genomic feature file (GFF) as a reference. Out of these, we identified 495 genes there either up- or down-regulated in response to HNT stress and showed significant variation for gene expression under control and HNT stress conditions in a genotype-dependent manner (Fig. 6). 

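The Results give 149 DEGs for these regions, and there 495 is the number of genes shared between overlapping QTLs. Which number was meant here cannot be told from the paper's text. Within the 4 spans of locus numbers that stand in for the QTL regions, chosen after the data were seen, the number of loci depended on the criterion. With the paper's threshold, 130 loci were DEGs, and the other criteria below are looser. An adjusted p under 0.05 with any fold change was held by 177 loci in the authors' deposited table, and a recovered unadjusted p under 0.05 by 320. Without regard to p, 1279 loci had an absolute log2 fold change of at least 1 in the authors' deposited table, of which 610 had an adjusted p. Each of these counts is a lower bound for the QTL regions.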

Narrowing down further, a subset of 35 genes associated with GL, GW, and % chalk under HNT stress were selected based on their known functions in starch biochemical pathways, stress-responsive pathways, and gene ontology (GO) (Supplementary Fig. S5). Two genes, LOC_Os01g55160 and LOC_Os_01g64330 with unknown functions, identified in this study, have previously been shown to be upregulated under endoplasmic reticulum (ER)R stress during endosperm development in rice, which could be responsible for aggregation of abnormal protein bodies overall affecting the rice gran quality^94^. Moreover, plant beta-galactosidases (B-gals) have been well characterized and are involved in degradation of structural pectin and xyloglucans in plant cell walls^98^. The observed expression pattern of the *B-gals 4* gene (LOC_Os01g65460) in this study is downregulated in Cypress HNT under stress; however, highly expressed in LaGrue under HNT stress, therefore alludes to starch degradation in LaGrue under HNT stress as compared to Cypress.

Other genes identified in this study are thought to have potentially relevant roles such as in starch accumulation, endosperm formation &development, stress response, grain size, grain quality, chalkiness etc., some of which are described below in detail^99–104^. 

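On chromosome 7, 7 of the 8 loci that Supplementary Fig. S5 assigns to qChalk-HNT-7 lie close together, from LOC_Os07g11310 to LOC_Os07g11650. The paper's text does not name the loci of its inhibitor genes, so the whole group is described. The 7 loci had interaction log2 fold changes from 2.24 to 3.83 in the authors' deposited table. Their recovered standard errors ran from 0.235 to 0.316 and their ranks by recovered p from 18 to 119, and all 7 also passed a test against an absolute log2 fold change of 1, chosen after seeing the data. Between these locus numbers the authors' deposited table lists 33 loci, of which 9 have an adjusted p, 11 have a log2 fold change without one and 13 have neither. An eighth DEG in this stretch, LOC_Os07g11630, singled out after its values were seen, had a log2 fold change of 2.12 with an adjusted p of 7.58e-10 in the authors' deposited table and is not in Supplementary Fig. S5. Whether reads were shared between these neighbouring genes is unknown, since the paper's text names no alignment or counting step. Read from the colours of Supplementary Fig. S5, the expression of all 7 loci rose in Cypress and fell in LaGrue under HNT stress, with the larger change in LaGrue, and for 0 of the 7 was the colour value under HNT stress higher in Cypress than in LaGrue.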

Five potential candidate genes identified in the genomic region of QTL, *qChalk7HNT*, belong to α-amylase/trypsin inhibitors upregulated in Cypress under HNT stress conditions. In addition, upregulation of OsDGAT1-2, *LOC_Os06g36800*, in LaGrue under HNT stress could be a cause of increased chalkiness because of accumulation of triacylglycerol (TAG) and lipid bodies, thereby hindering proper starch accumulation under HNT stress^100^. 

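In the authors' deposited table, OsDGAT1-2 (LOC_Os06g36800) had an interaction log2 fold change of -1.28 with an adjusted p of 1.19e-06. The recovered standard error was 0.229 and the 95% confidence interval ran from -1.73 to -0.83, at rank 376 among the tested loci. By the colours of Supplementary Fig. S5, its expression rose under HNT stress in LaGrue and fell in Cypress, with the larger change in LaGrue.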

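For the cyclin LOC_Os01g59120, the authors' deposited table gives an interaction log2 fold change of 7.41 with an adjusted p of 0.000350. Its recovered standard error was 1.70, with a wide 95% confidence interval from 4.07 to 10.74 and rank 709 by recovered p. The value compares the HNT response of Cypress with that of LaGrue, not the expression of both cultivars under HNT stress. In the colours of Supplementary Fig. S5 the locus rose under HNT stress in Cypress and fell in LaGrue, with the larger change in LaGrue, and the mean colour value under HNT stress was higher in Cypress. The gap in colour between its LaGrue control replicates, from which that fall is counted, was at rank 4 among the 35 genes.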

The cyclin protein, LOC_Os01g59120, is 7× upregulated in Cypress under HNT stress vs LaGrue under HNT stress and plays a critical role in endosperm formation and maintenance of embryo development in rice^101^. 

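LOC_Os06g38790 is 1 of the 26404 named loci that the authors' deposited table lists with neither a log2 fold change nor an adjusted p. No interaction, standard error or rank could therefore be given for this locus, and it is not among the loci of Supplementary Fig. S5 or Table 4.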

The upregulation of LOC_Os06g38790, an orthologue gene (ZmEBE-1) of maize, in rice may play a role under HNT stress conditions in Cypress under HNT stress vs LaGrue under HNT stress in early development of specialized domains of the endosperm^101^. OsHAP3//nuclear factor-YB (NF-YB)/CCAAT binding factor-A (CBF-A) in rice regulates chloroplast plastid biogenesis^103^. OsLMS, *LOC_Os01g63820*, shares amino-acid similarity to the Arabidopsis FIERY2/CPL1 gene, known to control many plant stress responses and development^104^. 

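OsLMS had an interaction log2 fold change of 1.14 with an adjusted p of 0.00145 in the authors' deposited table. The recovered standard error was 0.287 and the 95% confidence interval, from 0.58 to 1.71, included 1. It was at rank 886 by recovered p. By the colours of Supplementary Fig. S5, the expression of OsLMS rose in Cypress and fell in LaGrue under HNT stress, with the larger change in Cypress. However, the gap in colour between the Cypress replicates under HNT stress was at rank 4 among the 35 genes.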

FERONIA-like receptor (*FLR1*) family members’ effect grain size & quality and stress tolerance, and *FLR2* and *FLR8* negatively regulate grain size^105^. Downregulation of *FLR2* gene in Cypress under HNT stress suggests maintaining grain filling compared to LaGrue under HNT stress condition. The cumulative slight perturbation in the expression of multiple genes at multiple loci under HNT stress could cause a QTL for a particular trait to be additive and epistatic. Similarly, the upregulation of a gene in non-photosynthetic tissue (endosperm) in Cypress under HNT stress vs LaGrue under HNT stress could have a potential role in amyloplastic formation.

To find the candidate genes for grain quality in US *japonica* rice, we followed a two-tier approach using differential gene expression and newly discovered favorable alleles/SNPs overlapped with the 149 DEGs exhibiting significant changes in the expression under control and HNT stress identified 11 candidate genes with high impact SNP associations (Table 4). Of particular interest is the HEAT protein (LOC_Os01g60050), a microtubule organization protein that is essential for cortical microtubule organization in plant cells and is speculated to play an important role during cellurization^106^. This gene is stress responsive and is 12× upregulated in Cypress (HNT tolerant parent) as compared to LaGrue (HNT sensitive parent) under HNT stress. It is also worth noting that four out of 11 loci are transposon derived protein-coding genes that are marred with HISs and show differential gene expression under HNT stress. For instance, the loci *LOC_Os06g25760-a* retrotransposon belonging to the Ty3-gypsy subclass contains 15 HISs. Such rapid rate of mutations accumulating SNPs at a higher rate in transposons as compared to genes is a meaningful observation from an evolutionary perspective of genome structure and function. Additionally, due to their presence in the transcriptome, these transposons are presumably active in the genome and are differentially expressed in a stress responsive manner. This makes them candidates of choice to study transposon-mediated regulation of genes involved in HNT stress response.

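The interaction log2 fold change of the HEAT protein was 12.50 with an adjusted p of 0.00106 in the authors' deposited table. Its recovered standard error was 3.08, and the 95% confidence interval ran from 6.47 to 18.53, at rank 844. The value is the ratio of the HNT responses of the cultivars, not that of their expression under HNT stress. Of the 35 genes of Supplementary Fig. S5, this one had the largest difference in colour between replicates, as 1 of the 2 Cypress replicates under HNT stress stood alone at the high end of the scale while the other was near the remaining samples. The mean colour value under HNT stress was higher in Cypress than in LaGrue.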

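All 4 transposon-derived loci of Table 4 had a positive interaction in the authors' deposited table. The Ty3-gypsy retrotransposon LOC_Os06g25760 had a log2 fold change of 3.83 with an adjusted p of 2.24e-05 in the authors' deposited table and a recovered standard error of 0.767. The Mutator transposon LOC_Os06g42710 had 1.71 with an adjusted p of 1.03e-05 in the authors' deposited table and a recovered standard error of 0.331. The authors' deposited table gives LOC_Os07g16690, also of the Ty3-gypsy subclass, a log2 fold change of 2.68 with an adjusted p of 0.0141, and its recovered standard error was 0.818. The fourth locus is LOC_Os01g64330. The recovered 95% confidence intervals of all 4 lay beyond a log2 fold change of 1, and 1 of them passed a test against that value after adjustment, chosen after seeing the data. Whether reads from other copies of these elements were counted at these loci is unknown.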

The power of allele mining using the top-down approach to integrate the genomic and transcriptomic datasets has its takeaway. Of the possible 6.1 million SNPs distributed across the 12 chromosomes or 868,823 SNPs distributed across the 15 QTLs on nine chromosomes, we narrowed down to a subset of 30 High Impact SNPs for further testing (Table 4). Additionally, from a total of ~ 48 K genes in the rice genome, we shortlisted a potential set of 11 protein coding genes including transposons for validation and characterization (Table 4). These genes are important because i. They reside in the QTL regions of interest, ii. They are differentially expressed between the parental genotypes “Cypress” and “LaGrue” in a stress responsive manner, and iii. They harbor the HISs and could be functionally relevant. Besides increasing the marker saturation of the initial set of 1178 SNP markers by 2600-fold, we identified a set of polymorphic markers that distinguish between two parents, Cypress and LaGrue, that can be put to future use for introgression or other breeding strategies.

## Conclusions

This is the first integrated study to screen the MY2 RIL population (185 lines) derived from two US rice cultivars, “Cypress and LaGrue”, for grain quality traits such as GL, GW, and % chalk at booting stage (R2: reproductive stage) under HNT stress, map & characterize the QTLs regions by mining for novel alleles and identify the candidate genes for grain quality under HNT stress. Phenotypic screens indicated that the MY2 RIL population with both parents (US rice cultivars) showed a wide range of variation for GL, GW, and % chalk under HNT stress compared to control conditions and the RIL population exhibited strong trait correlation and high broad sense heritability for grain quality traits under HNT stress. Thus, the phenotyping insights suggest that the MY2 RIL population exhibited transgressive segregation that would be useful for QTLs mapping and their characterization to find the candidate genes for GL, GW, and %chalk under HNT stress. Co-localization of 15 QTLs with the previously reported 29 major effects-QTLs for GL, GW, and % chalk validates the robustness of the favorable alleles linked with the QTLs and strengthens the QTL analysis in this study. Further characterization of the QTLs through allele mining and identification of genes that showed genotype dependent differential expression under HNT stress and control conditions led us to identify 11 candidate genes with high impact SNP associations based on the position, function, and predictive cause/effect of the SNPs. Therefore, all the findings from this study are noteworthy and the approach used demonstrates the power of integration of phenotypic, genomic, and transcriptomic data for gaining insights into genetic variations to understand the mechanisms responsible for heat stress tolerance that contribute to the grain quality in rice. These insights will be useful for developing allele-specific markers for genotyping US (*japonica* background) rice germplasms/elite breeding lines, optimizing genomic predictions for breeding program, establishing SNPs-assisted breeding strategies to breed superior varieties with improved grain quality and yield.

## Supplementary Information

Supplementary Information.

## Data Availability

The SNPs and gene expression datasets generated and analyzed during the current study are available in European Variation Archive (PRJEB57338) and Gene Expression Omnibus (GSE220996), respectively.

# Supplementary material for: Molecular mapping and characterization of QTLs for grain quality traits in a RIL population of US rice under high nighttime temperature stress
**Source:** Sci Rep. 2023 Mar 25;13:4880. doi: 10.1038/s41598-023-31399-w
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Molecular mapping and characterization of QTLs for grain quality traits in a RIL population of US rice under high nighttime temperature stress**

Anuj Kumar<sup>1</sup>, Julie Thomas<sup>1†</sup>, Navdeep Gill<sup>2†</sup>, Yheni Dwiningsih<sup>1</sup>, Charles Ruiz<sup>1</sup>, Adam Famoso<sup>2</sup>, Andy Pereira<sup>1\*</sup>

<sup>†</sup>equally contributed authors

| S.No | GSOR # <sup>a</sup> | Accession Name          | Ancestry                                      | Country            |
|------|---------------------|-------------------------|-----------------------------------------------|--------------------|
| 1    | GOSR301408          | KAYBONNET               | Tropical Japonica                             | United States      |
| 2    | GSOR301299          | Cypress                 | Tropical Japonica                             | United States      |
| 3    | GSOR301300          | LaGrue                  | Tropical Japonica                             | United States      |
| 4    | GSOR301418          | Bengal                  | Tropical Japonica                             | United States      |
| 5    | GSOR310007          | Karang Serang           | Tropical Japonica                             | Indonesia          |
| 6    | GSOR310020          | E B Gopher              | Tropical Japonica-Temperate Japonica          | United States      |
| 7    | GSOR310023          | RD 218                  | Tropical Japonica-Temperate Japonica-Aromatic | Dominican Republic |
| 8    | GSOR310045          | LEAH                    | Tropical Japonica                             | United States      |
| 9    | GSOR310052          | Quinimpol               | Tropical Japonica                             | Philippines        |
| 10   | GSOR310080          | TAICHU MOCHI 59         | Tropical Japonica                             | Taiwan             |
| 11   | GSOR310087          | WC 2811                 | Tropical Japonica                             | Micronesia         |
| 12   | GSOR310102          | Criollo Chivacoa 2      | Tropical Japonica                             | Venezuela          |
| 13   | GSOR310111          | Bombilla                | Temperate Japonica                            | Spain              |
| 14   | GSOR310131          | Secano do Brazil        | Tropical Japonica                             | El Salvador        |
| 15   | GSOR310144          | British Honduras Creole | Tropical Japonica                             | Belize             |
| 16   | GSOR310156          | Sel. No. 388            | Tropical Japonica-Temperate Japonica          | Uruguay            |
| 17   | GSOR310161          | SHIMIZU MOCHI           | Temperate Japonica                            | Japan              |
| 18   | GSOR310204          | Italica Carolina        | Temperate Japonica                            | Poland             |
| 19   | GSOR310210          | KRASNODARSKIJ 424       | Temperate Japonica                            | Russian Federation |
| 20   | GSOR310211          | Pergonil 15             | Temperate Japonica                            | Portugal           |
| 21   | GSOR310226          | NORIN 11                | Temperate Japonica                            | Japan              |
| 22   | GSOR310238          | R 75                    | Temperate Japonica                            | Senegal            |
| 23   | GSOR310241          | UZ ROSZ M38             | Temperate Japonica                            | Uzbekistan         |
| 24   | GSOR310301          | H57-3-1                 | Temperate Japonica                            | Argentina          |
| 25   | GSOR310338          | Khao Luang              | Tropical Japonica-Temperate Japonica-Aromatic | Laos               |
| 26   | GSOR310345          | J.P. 5                  | Temperate Japonica                            | Australia          |
| 27   | GSOR310348          | C 8429                  | Tropical Japonica                             | Papua New Guinea   |
| 28   | GSOR310354          | Padi Pohon Batu         | Tropical Japonica                             | Malaysia           |
| 29   | GSOR310397          | Chacareiro Uruguay      | Temperate Japonica                            | Uruguay            |
| 30   | GSOR310428          | Sipirasikkam            | Tropical Japonica                             | Indonesia          |
| 31   | GSOR310510          | BLUE STICK              | Temperate Japonica                            | Fiji               |
| 32   | GSOR310588          | Onu B                   | Tropical Japonica                             | Zaire              |
| 33   | GSOR310645          | Moroberekan             | Tropical Japonica                             | Guinea             |
| 34   | GSOR310670          | KUBANETS 508            | Temperate Japonica                            | Russian Federation |
| 35   | GSOR310747          | BHIM DHAN               | Tropical Japonica-Temperate Japonica-Aromatic | Nepal              |
| 36   | GSOR310767          | HB-6-2                  | Temperate Japonica                            | Hungary            |
| 37   | GSOR310777          | WC 3532                 | Tropical Japonica                             | Peru               |
| 38   | GSOR310779          | GPNO 1106               | Tropical Japonica                             | Guatemala          |
| 39   | GSOR310799          | Ragasu                  | Tropical Japonica-Temperate Japonica          | Taiwan             |
| 40   | GSOR310801          | Tobura                  | Temperate Japonica                            | Taiwan             |
| 41   | GSOR310802          | Tamanishiki             | Temperate Japonica                            | Japan              |
| 42   | GSOR310809          | Yong Chal Byo           | Temperate Japonica                            | Korea, South       |
| 43   | GSOR310814          | Grassy                  | Tropical Japonica                             | Haiti              |
| 44   | GSOR310836          | GPNO 5055               | Tropical Japonica                             | United States      |
| 45   | GSOR310861          | Niwahutaw Mochi         | Temperate Japonica                            | Japan              |
| 46   | GSOR310879          | 6360                    | Temperate Japonica                            | Turkey             |
| 47   | GSOR310883          | Somewake                | Temperate Japonica                            | Japan              |

|    |            |                    |                                               |                    |
|----|------------|--------------------|-----------------------------------------------|--------------------|
| 48 | GSOR310887 | Buphopa            | Tropical Japonica-Temperate Japonica-Aromatic | Myanmar            |
| 49 | GSOR310906 | Ardito             | Temperate Japonica                            | Italy              |
| 50 | GSOR310950 | NANTON NO. 131     | Tropical Japonica-Temperate Japonica-Aromatic | Taiwan             |
| 51 | GSOR310958 | 2                  | Aromatic                                      | Afghanistan        |
| 52 | GSOR310965 | Vary Tarva Osla    | Temperate Japonica                            | Portugal           |
| 53 | GSOR310984 | CSORNUJ            | Temperate Japonica                            | Hungary            |
| 54 | GSOR310997 | LUSITANO           | Temperate Japonica                            | Portugal           |
| 55 | GSOR310998 | WC 4443            | Temperate Japonica                            | Bolivia            |
| 56 | GSOR311074 | Mitak              | Tropical Japonica                             | Indonesia          |
| 57 | GSOR311078 | Gazan              | Temperate Japonica                            | Afghanistan        |
| 58 | GSOR311151 | TD 70              | Temperate Japonica                            | Thailand           |
| 59 | GSOR311185 | Bombon             | Temperate Japonica                            | Spain              |
| 60 | GSOR311206 | 79                 | Aromatic                                      | Guyana             |
| 61 | GSOR311258 | Botika S/R         | Tropical Japonica                             | Zaire              |
| 62 | GSOR311327 | Gasym Hany         | Aromatic                                      | Azerbaijan         |
| 63 | GSOR311383 | DARMALI            | Tropical Japonica-Temperate Japonica-Aromatic | Nepal              |
| 64 | GSOR311385 | KAUKKYI ANI        | Tropical Japonica                             | Myanmar            |
| 65 | GSOR311393 | Celiaj             | Temperate Japonica                            | Azerbaijan         |
| 66 | GSOR311532 | Egyptian Wild Type | Temperate Japonica                            | Turkey             |
| 67 | GSOR311537 | A 5                | Temperate Japonica                            | Japan              |
| 68 | GSOR311600 | Jyanak             | Tropical Japonica-Temperate Japonica-Aromatic | Bhutan             |
| 69 | GSOR311620 | Romeno             | Temperate Japonica                            | Portugal           |
| 70 | GSOR311642 | Tia Bura           | Tropical Japonica                             | Indonesia          |
| 71 | GSOR311643 | Padi Tarab Arab    | Tropical Japonica                             | Malaysia           |
| 72 | GSOR311677 | Karabaschak        | Temperate Japonica                            | Bulgaria           |
| 73 | GSOR311685 | WIR 911            | Temperate Japonica                            | Russian Federation |
| 74 | GSOR311710 | Lua Chua Chan      | Tropical Japonica                             | Vietnam            |
| 75 | GSOR311735 | Simpor             | Tropical Japonica                             | Brunei             |
| 76 | GSOR311736 | Coppocina          | Tropical Japonica                             | Bulgaria           |
| 77 | GSOR311769 | Pakkali            | Aromatic                                      | Philippines        |
| 78 | GSOR311779 | WC 10253           | Tropical Japonica                             | United States      |
| 79 | GSOR311787 | KRASNODARSKIJ 3352 | Temperate Japonica                            | Russian Federation |
| 80 | GSOR311788 | EMBRAPA 1200       | Tropical Japonica                             | Brazil             |
| 81 | GSOR311790 | WAB462-10-3-1      | Tropical Japonica                             | Cote D'Ivoire      |
| 82 | IRAT177    | IRAT177            | Tropical Japonica                             | United States      |
| 83 | M204       | M204               | Temperate Japonica                            | United States      |

**Supplementary Table S1.** List of 83 rice accessions of the *japonica* diversity panel (JDP) was used for the characterization of 15 QTLs region (51mb) of the genome for natural genetic variation in this study. <sup>a</sup>GSOR #: Genetic Stock Oryza Number given by the USDA.

| Trait  | Treat <sup>a</sup> | 1 <sup>st</sup> Chr <sup>b</sup> | Pos.1 (bp) <sup>c</sup> | 2 <sup>nd</sup> Chr <sup>d</sup> | Pos.2 (bp) <sup>e</sup> | LOD <sup>f</sup> | PVE (%) <sup>g</sup> | Add-by-Add <sup>h</sup> |
|--------|--------------------|----------------------------------|-------------------------|----------------------------------|-------------------------|------------------|----------------------|-------------------------|
| %Chalk | Control            | chr1                             | 30,498,826-38,418,739   | chr3                             | 2,876,421-3,385,050     | 4.4828           | 2.3763               | 1.101                   |
|        |                    |                                  |                         | chr4                             | 30,145,846-33,144,611   | 4.6293           | 2.3749               | -1.055                  |
| %Chalk | HNT                | chr1                             | 30,498,826-38,418,739   | chr2                             | 21,329,057-22,020,329   | 5.1149           | 0.7687               | 1.318                   |
|        |                    |                                  |                         | chr3                             | 7,344,766-31,565,725    | 4.7216           | 0.7669               | -6.077                  |
|        |                    |                                  |                         | chr4                             | 16,285,717-16,328,027   | 5.991            | 0.7844               | -1.497                  |
|        |                    |                                  |                         | chr5                             | 6,607,616-14,632,867    | 4.9179           | 0.7912               | -4.981                  |
|        |                    |                                  |                         | chr6                             | 353,198-9,977,282       | 5.6878           | 0.8137               | -6.062                  |
|        |                    |                                  |                         | chr7                             | 18,622,810-25,944,766   | 4.3781           | 0.6214               | -4.641                  |
|        |                    |                                  |                         | chr8                             | 22,618,303-24,452,287   | 4.7721           | 0.7598               | 1.017                   |
|        |                    |                                  |                         | chr10                            | 13,710,808-16,820,816   | 4.1498           | 0.6806               | -0.12                   |
|        |                    |                                  |                         | chr11                            | 17,586,119-27,820,001   | 4.2733           | 0.7341               | -0.451                  |
|        |                    |                                  |                         | chr12                            | 22,740,633-25,670,526   | 4.8135           | 0.6337               | -4.499                  |
| %Chalk | Control            | chr2                             | 17,042,797-18,971,451   | chr11                            | 16,406,515-17,355,355   | 4.1789           | 0.5014               | -0.443                  |
| %Chalk | HNT                | chr2                             | 19,270,353-21,084,606   | chr5                             | 6,607,616-14,632,867    | 5.0285           | 0.5612               | 5.015                   |
|        |                    | chr2                             | 17,042,797-18,971,451   | chr7                             | 770,090-15,703,246      | 5.3745           | 0.8228               | 1.451                   |
|        |                    | chr2                             | 5,708,391-6,084,918     | chr10                            | 17,908,351-21,817,967   | 4.1413           | 0.5038               | 5.391                   |
| GL     | Control            | chr3                             | 5,889,025-27,134,184    | chr8                             | 17,621,423-21,869,284   | 4.1052           | 2.7964               | 0.134                   |
| %Chalk | HNT                | chr3                             | 5,889,025-27,134,184    | chr7                             | 770,090-15,703,246      | 4.2172           | 0.644                | 4.562                   |
|        |                    | chr3                             | 29,561,125-31,627,459   | chr9                             | 4,052,650-6,667,280     | 4.2104           | 0.7108               | 5.477                   |
| %Chalk | Control            | chr4                             | 27,702,782-29,289,031   | chr9                             | 4,052,650-6,667,280     | 5.0287           | 2.3679               | 1.072                   |
| %Chalk | HNT                | chr4                             | 29104579-31,576,593     | chr5                             | 2,2634,432-23,972,013   | 4.6491           | 0.5921               | 5.349                   |
|        |                    | chr4                             | 15,979,347-19,567,187   | chr7                             | 770,090-15,703,246      | 6.1343           | 0.8744               | -2.203                  |
| %Chalk | Control            | chr5                             | 22,634,432-23,972,013   | chr9                             | 4,052,650-6,667,280     | 4.1468           | 2.2978               | -1.015                  |
| %Chalk | HNT                | chr5                             | 6,607,616-14,632,867    | chr7                             | 770,090-15,703,246      | 5.8139           | 1.0094               | -8.234                  |
| %Chalk | HNT                | chr6                             | 1,768,006-4,644,998     | chr7                             | 18,622,810-25,944,766   | 4.7162           | 0.6527               | 4.994                   |
|        |                    | chr6                             | 28,061,782-29,142,501   | chr9                             | 4,052,650-6,667,280     | 4.2881           | 0.7856               | 3.267                   |
| GL     | Control            | chr7                             | 2,721,936-4,738,030     | chr8                             | 6,262,287-9,200,680     | 4.0088           | 2.6878               | 0.109                   |
| %Chalk | HNT                | chr7                             | 770,090-15,703,246      | chr9                             | 4,052,650-6,667,280     | 4.078            | 0.76                 | 3.357                   |
|        |                    |                                  | 770,090-15,703,246      | chr11                            | 3,390,991-3,956,996     | 4.0412           | 0.8101               | 1.388                   |
|        |                    |                                  | 770,090-15,703,246      | 12                               | 20,778,689-22,774,194   | 4.2714           | 0.7555               | -3.642                  |
| GW     | Control            | chr9                             | 17,736,891-18,819,334   | 10                               | 11,929,159-13,428,212   | 4.4975           | 1.8468               | 0.036                   |

**Supplementary Table S2.** Epistatic QTLs identified for grain quality traits in the MY2 RIL population derived from cross of two US rice cultivars Cypress and LaGrue using ICIM-EPI method implemented in QTL IciMapping. <sup>a</sup>Trt: treatment conditions (Control and high nighttime temperature-HNT), <sup>b</sup>1<sup>st</sup> Chr: rice chromosome on which first QTL involved in epistasis, <sup>c</sup>Pos.1(bp): position in base pair of flanking marker of first QTL in epistasis on specific chromosome, <sup>d</sup>2<sup>nd</sup> Chr: rice chromosome on which second QTL involved in epistasis, <sup>e</sup>Pos.2(bp): position in base pair of flanking marker of second QTL in epistasis on specific chromosome, <sup>f</sup>LOD: logarithm of the odds peak/score was set >4.0 as threshold for detecting significant epistatic interaction between two QTLs, <sup>g</sup>PVE(%): total phenotypic variance explained by the QTL in percentage (%), <sup>h</sup>Add-by-Add: epistatic effect between two QTLs.

| Rice genotype            | All SNPs   |               | High Impact SNPs (HISs) only |               |
|--------------------------|------------|---------------|------------------------------|---------------|
|                          | SNP count* | SNP density** | SNP count*                   | SNP density** |
| 83 genotypes of the JDP  | 868,823    | 59            | 6,160                        | 8,306         |
| Cypress-LaGrue (Parents) | 131,629    | 389           | 865                          | 59,151        |

**Supplementary Table S3.** Summary of SNP counts and SNP density identified by allele mining in the 83 genotypes of the japonica diversity panel (JDP) and SNPs that differentiate the two parental genotypes, “Cypress and LaGrue”. \*Total Polymorphic site counts in the 51 Mbp region spanning the 15QTLs. \*\*SNP density is 1 SNP every bp calculated as cumulative QTL length of 51,165,717bp/number of SNPs

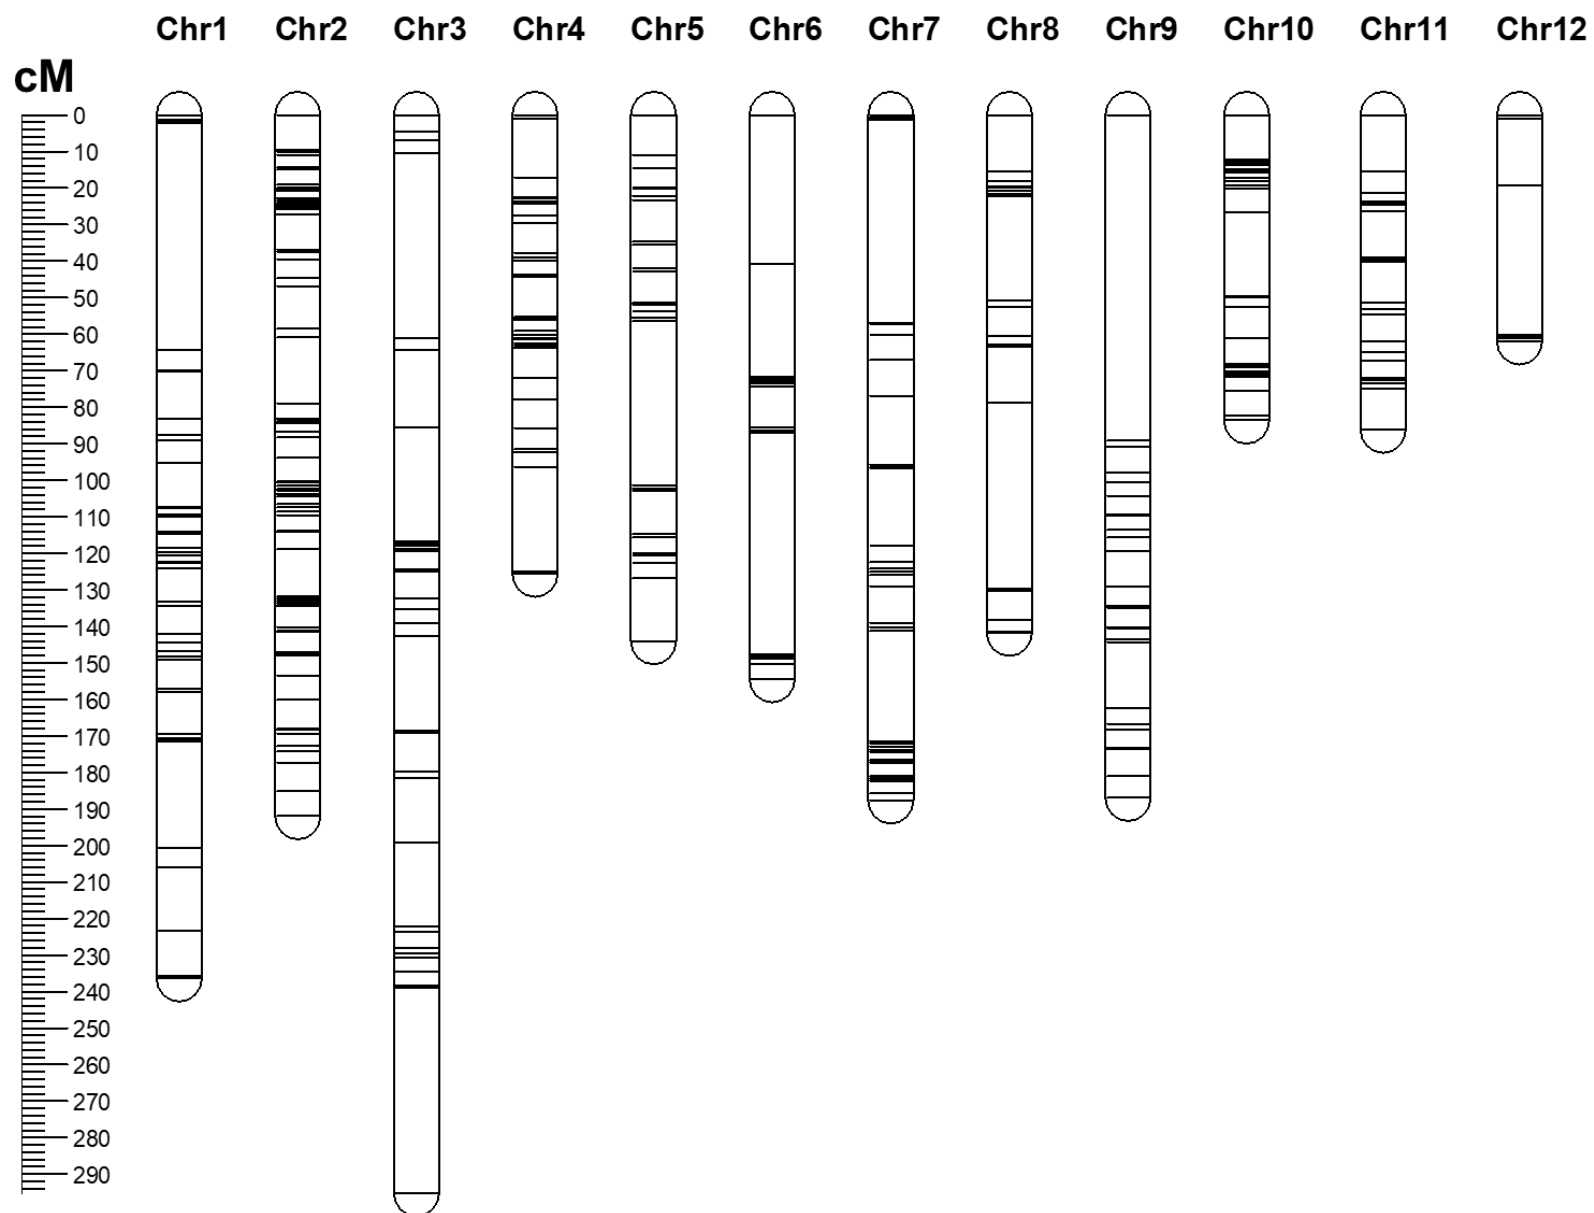

**Supplementary Figure S1.** The genetic linkage map constructed using 1178 SNP markers showing a total length of 1897.87cM with an average marker density of 1.6 markers per cM in the rice genome.

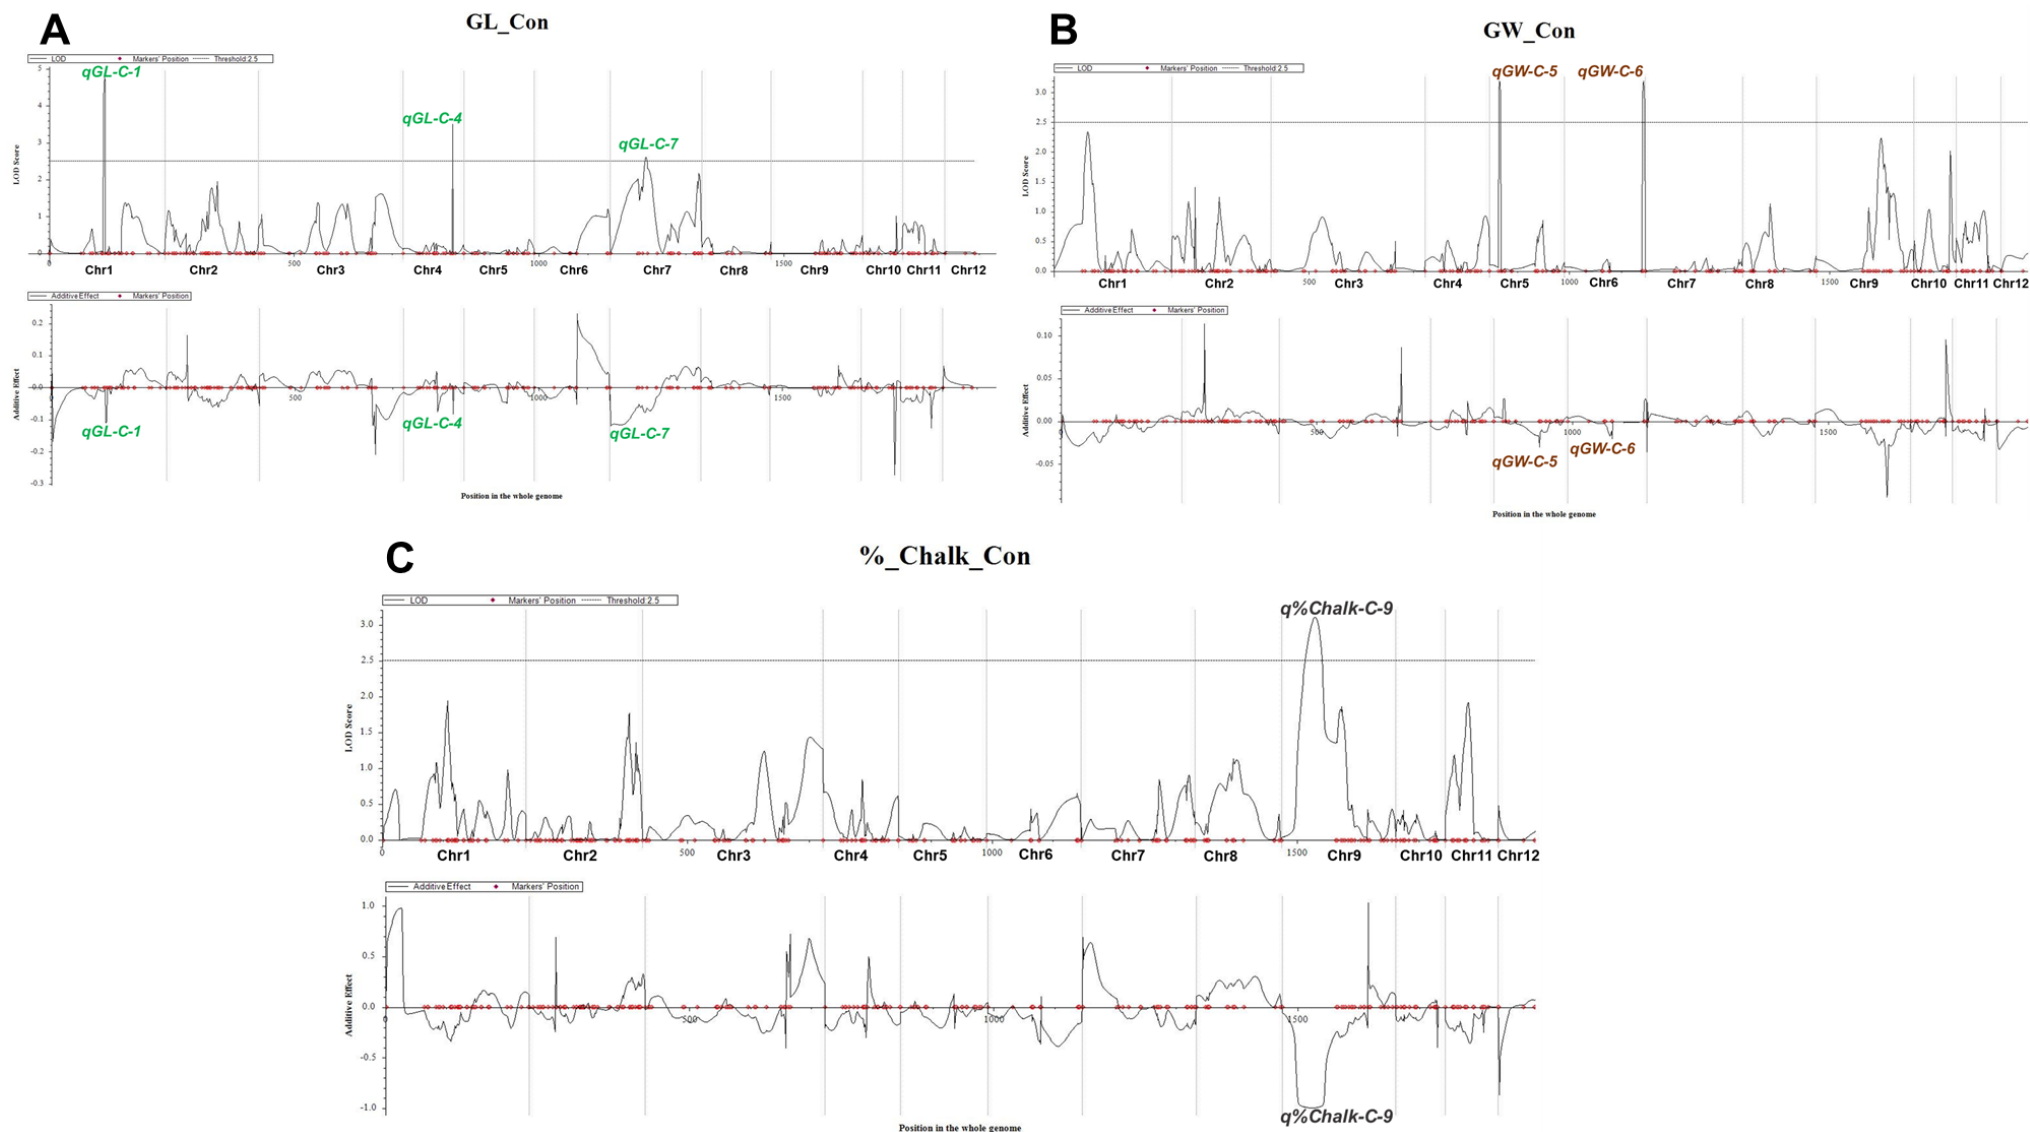

**Supplementary Figure S2.** Quantitative trait loci (QTLs) mapping, for grain quality traits under control condition, by ICIM-ADD mapping implemented by IciMapping 4.0. The rice genome was scanned for 6 QTLs under control condition in the MY2 RIL population derived from two US rice cultivars, “Cypress and LaGrue”. A) Three QTLs (on the top) with their additive effects (in the bottom) for grain length (GL). B) Two QTLs (on the top) with their additive effects (in the bottom) for grain width (GW). C) One QTL (on the top) with its additive effect (in the bottom) for percent chalkiness). The dotted horizontal lines indicate the LOD threshold to declare the significant QTL.

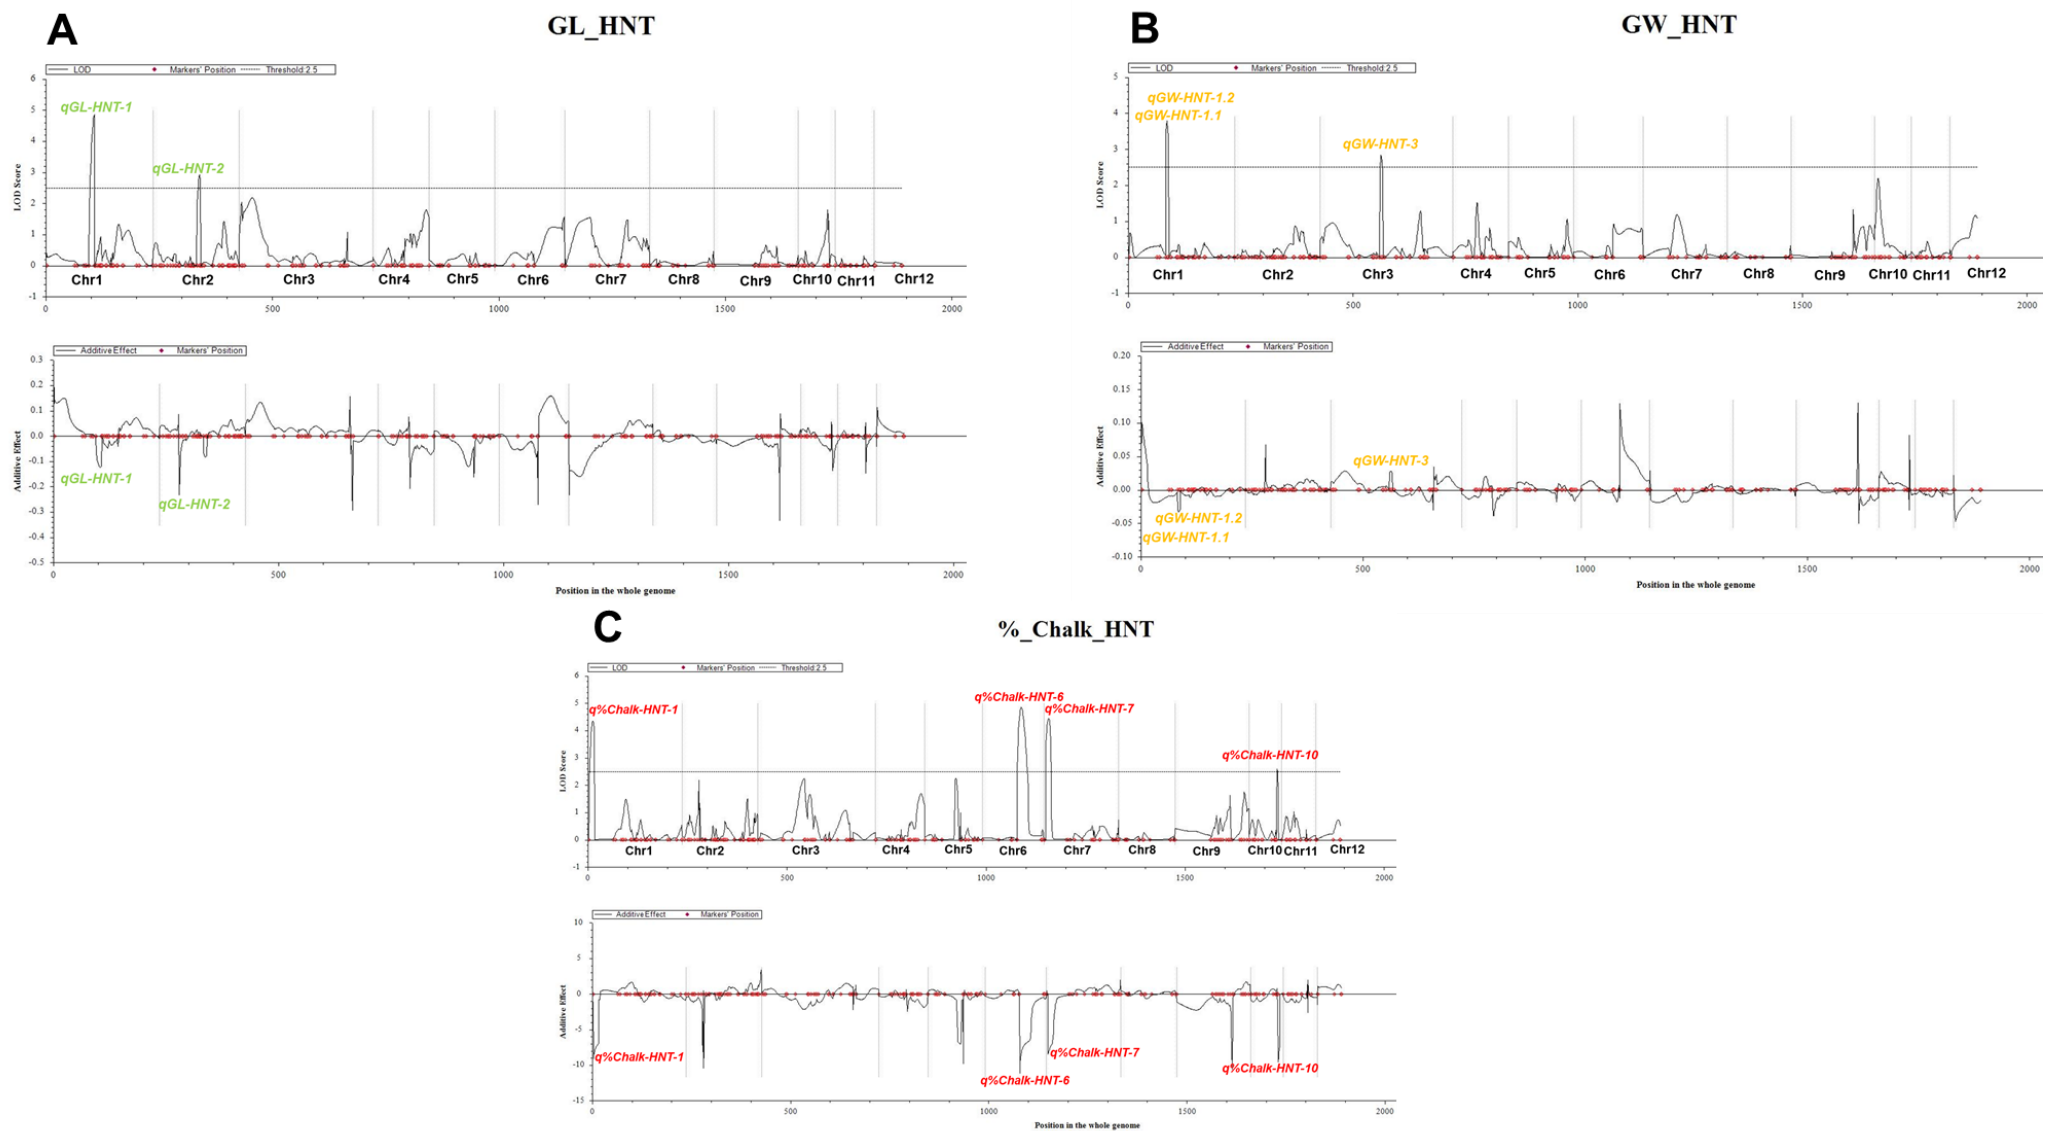

**Supplementary Figure S3. Supplementary Figure S2.** Quantitative trait loci (QTLs) mapping, for grain quality traits under high nighttime temperature (HNT) stress, by ICIM-ADD mapping implemented by IciMapping 4.0. The rice genome was scanned for 9 QTLs under HNT stress in the MY2 RIL population derived from two US rice cultivars, “Cypress and LaGrue”. A) Two QTLs (on the top) with their additive effects (in the bottom) for grain length (GL). B) Three QTLs (on the top) with their additive effects (in the bottom) for grain width (GW). C) Four QTLs (on the top) with their additive effect (in the bottom) for percent chalkiness). The dotted horizontal lines indicate the LOD threshold to declare the significant QTL.

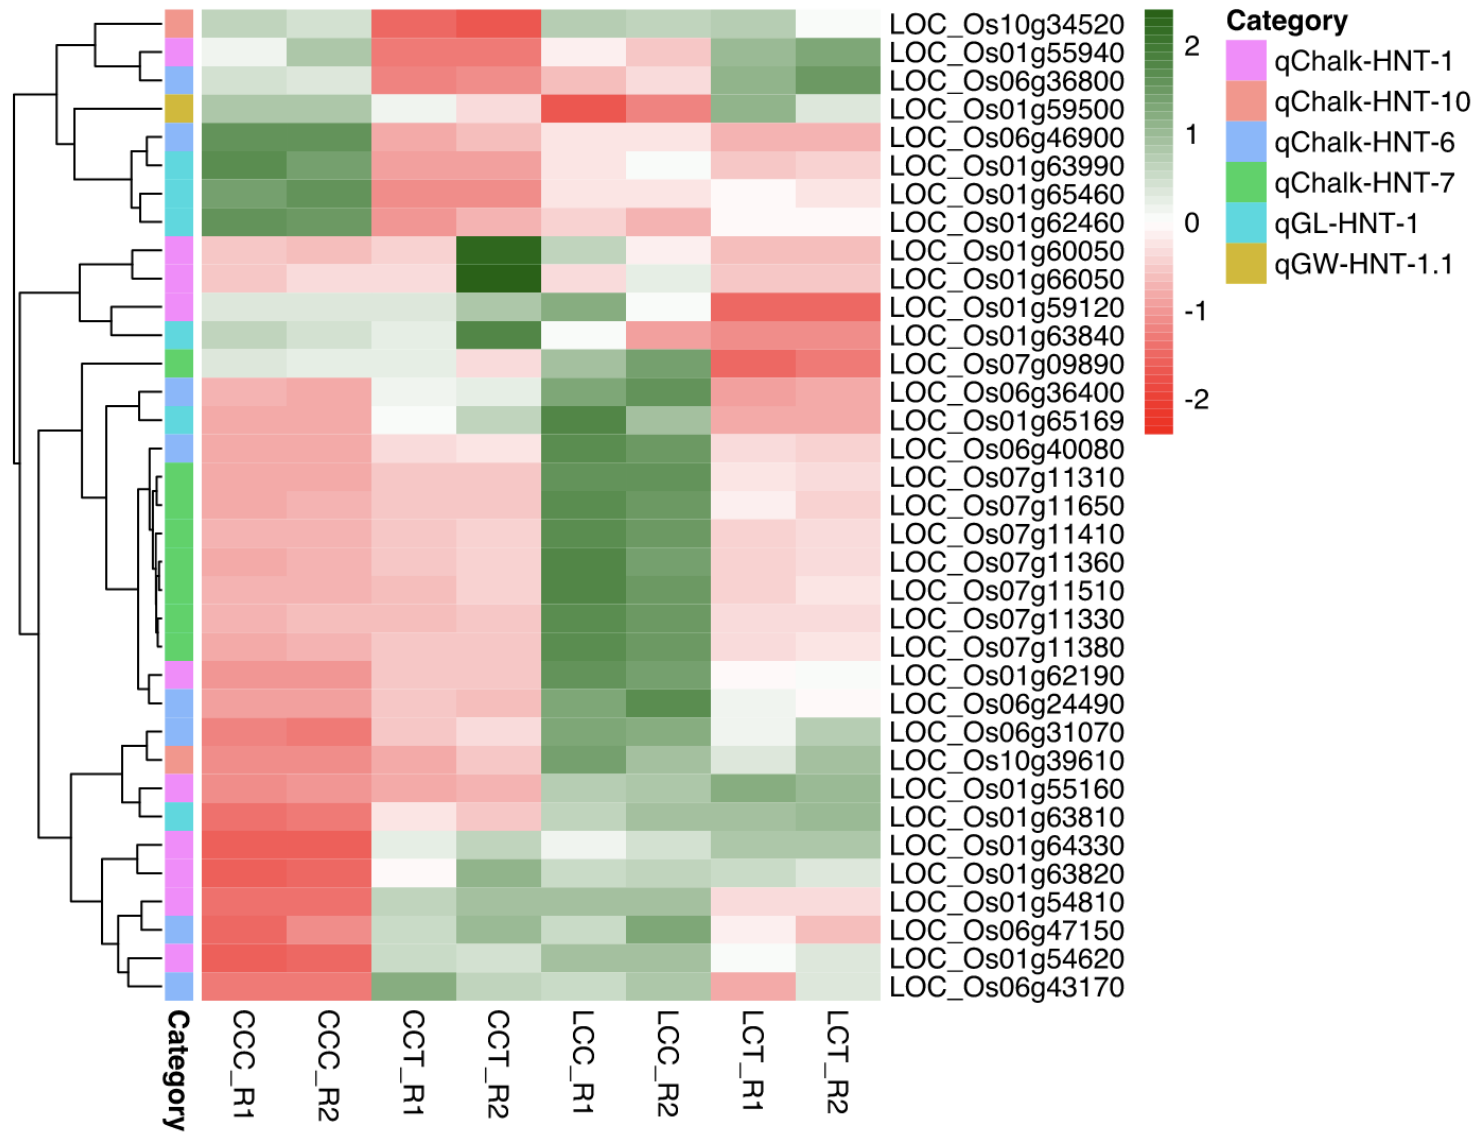

**Supplementary Figure S5.** Heat maps showing the differential gene expression profiles and annotations of a subset of 35 differentially expressed genes (DEGs) at  $\log_2FC \geq 1$  and  $padj < 0.05$ , which were assigned to their respective QTLs related to grain length, grain width, and percent chalkiness under high nighttime temperature (HNT) stress. CCC\_R1 and CCC\_R2 are two replicates for Cypress under control conditions. CCT\_R1 and CCT\_R2 are two replicates for Cypress under HNT conditions. LCC\_R1 and LCC\_R2 are two replicates for LaGrue under control conditions. LCT\_R1 and LCT\_R2 are two replicates for LaGrue under HNT conditions.

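By QTL, the authors' deposited table gives a positive interaction for 9 of the 10 genes of qChalk-HNT-1, 6 of the 8 of qChalk-HNT-6, 8 of the 8 of qChalk-HNT-7 and 1 of the 2 of qChalk-HNT-10. For grain length, 3 of the 6 genes of qGL-HNT-1 were positive, and the 1 gene of qGW-HNT-1.1, LOC_Os01g59500, was negative, with a log2 fold change of -1.28 in the authors' deposited table and a recovered standard error of 0.307. The median recovered standard error was 0.545 for qChalk-HNT-1, 0.316 for qChalk-HNT-6, 0.272 for qChalk-HNT-7 and 0.470 for qGL-HNT-1. Read from the colours of the heat map, the sign of the interaction was that of the authors' deposited table for 34 of the 35 genes, LOC_Os01g55160 being the exception. Of the 27 genes with a positive interaction, the colours of 26 rose in Cypress and those of 24 fell in LaGrue under HNT stress. For 17, the colour changed more in LaGrue than in Cypress. The colours of all 8 genes with a negative interaction fell in Cypress. No test was run on these readings from 2 replicates per group. The paper's text does not state the colour scale, on which the larger change can depend.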

How the deposited data were processed for this re-analysis (not part of the article)

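RNA-Seq was performed on R6 caryopses of Cypress and LaGrue under HNT stress and control conditions, with 2 replicates in each of the 4 groups. The log2 fold changes were computed by the authors with DESeq2 from a G × E model, as the ratio of the HNT response in Cypress to the HNT response in LaGrue, and were deposited as a table of that comparison. The p values deposited with them are the authors' p-value of the same comparison after adjustment, over the entries that passed the filters of the authors' tool. The paper's text does not name the aligner, the counting step, the test or the tool's version. As the table holds no counts and no values per sample, the depth of each sample is unknown, and no normalization, test between groups or error between replicates was computed. The number of replicates limits the precision of every value.

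Named loci were analysed, and the entries without a locus name, 27.2% of those with an adjusted p, were counted separately. Unadjusted p-values were recovered by inverting the Benjamini-Hochberg adjustment over 26526 entries, and standard errors from these under the assumption of a two-sided Wald test against 0. The 95% confidence intervals use the same assumption. The recovery was tested on simulated data of 26000 genes, of which 200 were changed, fewer than the DEGs of the data. The simulated p came from the same Wald test that the recovery assumes. A close recovery was therefore fixed in advance and cannot check that assumption. Among the 201 simulated genes called, the recovered standard error was off by at most 0.0153%, the recovered p by at most 11.0%, and the interval held the true value for 91.0%. This share is below 95% among genes chosen for passing the threshold, a limit that holds for the intervals of DEGs too.

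A locus was counted as a DEG with an absolute log2 fold change of at least 1 and an adjusted p under 0.05. Directions were tested across genes with a two-sided exact binomial test, and enrichment with a two-sided Fisher's exact test against the loci with an adjusted p. The reference gene table matched 0 of the locus names, so QTL intervals could not be applied and spans of locus numbers were used instead, a choice made after seeing the data. Colours of the heat map in Supplementary Fig. S5 were read against its colour bar to obtain signs, the cultivar with the larger change and the gap between replicates. No test was run on rises or falls within a cultivar. As the paper's text does not state the colour scale, the cultivar with the larger change is not established.

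The comparisons, the thresholds and a part of the alternatives were set before the data were examined. The set alternatives that were run are an adjusted p under 0.05 alone, an adjusted p under 0.01, an absolute log2 fold change of at least 2, the positive side alone, adjustment over all entries with a log2 fold change, Bonferroni adjustment, and another background for the enrichment. For the adjustment over all entries, those without an adjusted p were ranked last, which makes each adjusted p an upper bound and each count of loci past the threshold a lower bound. Chosen after seeing the data were a test against an absolute log2 fold change of 1, fold changes centred on the median of the tested loci, a limit of 1 on the recovered standard error, adjustment over named loci alone, the unnamed entries counted too, the span ends counted, looser criteria in the spans, the chromosome 7 group of loci left out, and for the enrichment also an adjusted p under 0.01, the positive side alone and the adjustment over all entries. The plan foresaw counts per sample, so the comparisons within each cultivar and between the cultivars under each condition were not made.

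The genes named are those that the paper names by locus in its text, in Table 4 or in Supplementary Fig. S5. The plan also foresaw the genes with the largest fold changes among those with a minimum mean expression, which could not be chosen without expression values. LOC_Os07g11630 and the loci that bound dense stretches were named after their values were seen. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pillow 12.0.0.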

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

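All tests in this part were chosen after the results were seen.

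Signal appears in entries that the paper does not discuss. In the authors' deposited table, 669 of the 7208 tested entries without a locus name passed the threshold for DEGs (9.28%), 403 of them with a positive interaction, against 6.83% of the named loci, an odds ratio of 1.39 (two-sided Fisher's exact test across entries, p = 4.40e-11). Copies of named loci are not the main source, since 22 of the 669 have the fold change and adjusted p of a named locus. A difference in precision is not the whole cause either, as the odds ratio within 20 bins of the recovered standard error was 1.52 (95% confidence interval 1.37 to 1.68, Mantel-Haenszel). Extreme fitted values were more frequent among the unnamed, with an absolute log2 fold change of at least 8 in 22.1% of those past the threshold, against 9.24% of the named DEGs. What these entries are is not stated in the paper's text, and sequences that are present in one cultivar and absent in the other, reads shared between similar sequences, and a response of unannotated transcripts all stay open and untested.

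Most DEGs lie outside the regions that the paper discusses. In the authors' deposited table, 1190 named DEGs lie outside the 4 spans of locus numbers, and as the spans cover only part of the QTL regions, some of these could lie inside a QTL. More of the DEGs across the genome had a positive than a negative interaction, and an offset in scaling between the groups as the source of this cannot be told apart from a real difference. The positive share was 62.4% after centring on the median log2 fold change of the tested loci, but the authors' normalization leaves that median near 0, at 0.018, so that centring moves almost nothing and decides nothing. An offset that changes with expression level, a difference in depth, and a different response of the parents to HNT stress also stay open and were not tested.

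A stretch on chromosome 5, outside the spans, holds the densest group of DEGs. Between LOC_Os05g26350 and LOC_Os05g26750, singled out after the values were seen, 11 of 15 consecutive tested loci were DEGs in the authors' deposited table, all with a negative interaction and a median log2 fold change of -2.33. When DEGs were shuffled within chromosomes, 0 of 1000 shuffles gave a window with as many. Dense groups like this one are not the whole source of neighbouring DEGs with the same sign, since 80 such pairs were left without the 3 densest windows. Reads shared between neighbouring similar genes, a cultivar difference from the reference in this stretch, and a shared response to HNT stress may each produce such a group, and none of them was tested.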

How the results depend on the processing

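The alternatives that were chosen after seeing the data are the test against an absolute log2 fold change of 1, centring, the limit on the standard error, the adjustment over named loci alone, the counting of unnamed entries, the span ends, the looser criteria in the spans, several of the thresholds for the odds ratio, and the removal of the chromosome 7 group. The spans of locus numbers were themselves chosen after seeing the data, and so was every count in them.

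With an absolute log2 fold change of at least 2, the DEGs fell from 1320 to 660 across the genome, from 130 to 68 in the spans, from 44 to 27 among the genes of Supplementary Fig. S5 and Table 4 together, from 35 to 22 in Supplementary Fig. S5, and from 11 to 6 in Table 4. A test against an absolute log2 fold change of 1 left 290, 36, 17, 15 and 3 in the same order. Both demand more than the paper's threshold, which by construction lowers a count. An adjusted p under 0.01 left 7 of the 11 loci of Table 4, and the positive side alone left 841 DEGs across the genome. Counting the unnamed entries raised the genome count to 1989. In the spans, an unadjusted p under 0.05 alone gave 320 loci, and an absolute log2 fold change of at least 1 alone gave 1279, of which 610 had an adjusted p. These changes too follow from a stricter or looser demand. Apart from Bonferroni adjustment, which was run for the named genes alone, the counts under the other alternatives were within 1.5 times their main value, and ran from 948 to 1926 across the genome and from 91 to 177 in the spans.

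Counted across loci, which are not independent, the odds ratio of the spans rose from 1.11 to 1.49 (two-sided Fisher's exact test, p = 0.0332) with the loci that passed the test against an absolute log2 fold change of 1. The cause was not tested. Without the chromosome 7 group, the odds ratio was 1.15 (Fisher's exact test, p = 0.452) under that test, where a fall was fixed in advance because the group was picked for its DEGs. Under the other alternatives run, the odds ratio was from 1.04 to 1.23, with a Fisher's exact p of at least 0.0778. The positive share of the DEGs ran from 61.7% to 67.7%. Centring shifted the fold changes by 0.018, too little to test the scaling. Adjustment over all entries with a log2 fold change left 43 of the 44 genes past the threshold, LOC_Os01g55940 being the exception, and under Bonferroni adjustment, which is stricter by construction, 23 of the 44 had an adjusted p under 0.05, 19 of the 35 in Supplementary Fig. S5 and 4 of the 11 in Table 4.

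No paired analysis was possible because the deposited table holds only the comparison and no values per sample. For the same reason filters on mean expression, other normalizations and tests, a filter on low counts, a pseudocount, leaving out replicates, and the comparisons within and between cultivars were not run. Other overlaps of genes with the QTL intervals were not run, as the locus names matched no coordinates.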

Differences from the paper's values

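With the paper's threshold, and with the 2 folds of the Discussion set on the log2 scale, no value that the paper states and that was compared here differed from that of the authors' deposited table by more than 1.5 times or, on the log2 scale, by more than the recovered standard error, apart from counts set against spans of locus numbers, which can only be judged as lower bounds. The paper gives 149 DEGs in its Results and 495 in its Discussion for the same regions of 7117 genes, and in its Results 495 is also the number of genes shared between overlapping QTLs. The spans held 130 DEGs among 4788 listed loci, and 177 loci with an adjusted p under 0.05 alone, an alternative applied to spans that were chosen after seeing the data. Under the looser criterion of an unadjusted p under 0.05, chosen like the next after seeing the data, the spans held 320, and with an absolute log2 fold change of at least 1 and no demand on p they held 1279, or 610 among the loci with an adjusted p. For the genes of Supplementary Fig. S5 the count was 22 against the paper's 35 with an absolute log2 fold change of at least 2, and for Table 4 it was 7 with an adjusted p under 0.01 and 6 with an absolute log2 fold change of at least 2, against the paper's 11.

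The paper's folds of 7 for the cyclin LOC_Os01g59120 and 12 for the HEAT protein LOC_Os01g60050 match the authors' deposited table only on the log2 scale, where the values are 7.41 and 12.50. These compare the HNT responses of the cultivars, whereas the paper words them as Cypress against LaGrue under HNT stress. For that comparison the colours of Supplementary Fig. S5 give a direction only, which is higher in Cypress for both genes, as the paper states. For the HEAT protein, that mean includes 1 Cypress replicate under HNT stress that stood alone at the high end of the scale. Its other Cypress replicate was near the remaining samples, so this direction is weak evidence.

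The paper states that LOC_Os06g38790 is upregulated in Cypress, but the authors' deposited table gives it neither a log2 fold change nor an adjusted p. The paper states that inhibitor genes of qChalk-HNT-7 are upregulated in Cypress under HNT stress, and its text does not name their loci. For the 7 neighbouring loci of that QTL, the colours of Supplementary Fig. S5 show a rise in Cypress under HNT stress for 7 of 7, as the paper states of its inhibitor genes. They also show a larger change, a fall, in LaGrue, and for 0 of the 7 a higher value in Cypress than in LaGrue under HNT stress. For LOC_Os01g55160 the colours give an interaction of the opposite sign to the 2.44 of the authors' deposited table.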

Other observations

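All tests in this part were chosen after the results were seen.

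The sign of the table was checked against the heat map. If the table held the ratio the other way round, most signs would be opposite, but the colours of Supplementary Fig. S5 gave the sign of the table for 34 of 35 genes.

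Neighbouring tested loci were often DEGs together. There were 145 neighbouring pairs of DEGs, against a mean of 91.2 and a highest value of 129 in 10000 shuffles within chromosomes (permutation p = 0.0001, the smallest these shuffles can give). Of these pairs, 97 had the same sign, more than when the signs were redrawn among the DEGs (mean 77.8, permutation p = 0.0013), which argues against an offset in scaling as the whole cause. Without the 3 densest windows, 80 pairs of the same sign were left, against a highest value of 75 in shuffles. Shared reads, regional differences between the cultivars and shared regulation could each contribute, and were not tested.

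In the chromosome 7 span, the odds ratio was 1.06 (two-sided Fisher's exact test, p = 0.758) without LOC_Os07g11310 to LOC_Os07g11650. Whether that group is the source of the higher share of DEGs in this span cannot be told apart from chance by this test, since the loci left out had been picked because they are DEGs and the value had to fall.

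Some fitted values are extreme. All 89 tested entries with an absolute log2 fold change of at least 20 were DEGs in the authors' deposited table, 27 of them named loci. A log2 fold change of exactly 30 or -30 was held by 31 entries, 5 of them named, and 26 of the 31 share a single adjusted p, which suggests a bound of the fitting procedure. A further entry lies beyond these values, at an absolute log2 fold change of 37.97, so such a bound may not hold for every entry. The size of these fold changes is therefore not interpretable.

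Wide standard errors went with differences between replicates. Across the 35 genes of Supplementary Fig. S5, which are not independent replicates, the largest gap in colour between the replicates of a group rose with the recovered standard error (Spearman's rho = 0.576, permutation p = 0.00034). Of the 2 relations computed, the other, with the standard error as a share of the absolute fold change, had a rho of 0.754 (permutation p = 1e-05, the smallest 100000 permutations can give). The Benjamini-Hochberg adjusted values are 0.00034 and 2e-05. Without LOC_Os01g60050 and LOC_Os01g66050, in which 1 Cypress replicate under HNT stress stands alone, rho for the standard error was 0.500 across 33 genes (permutation p = 0.0045). Both relations were largely fixed in advance, since the recovered standard error comes from a fit to the same replicates whose colours give the gap. They therefore cannot decide whether single libraries that differ from their replicate explain the wide intervals of these genes, and this stays open. Whether such a difference is technical or biological cannot be seen in the colours.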
